# Comparative transcriptomic profiling reveals differentially expressed genes and important related metabolic pathways in shoots and roots of a Saudi wheat cultivar (Najran) under salinity stress

**DOI:** 10.3389/fpls.2023.1225541

**Published:** 2023-07-28

**Authors:** Norah Alyahya, Tahar Taybi

**Keywords:** salt stress, salt-tolerance, wheat, RNA-seq, differentially expressed genes (DEGs), salt enrichment pathways, Glutathione and phenylpropanoids

## Abstract

High salinity of soil is a threatening constraint for agricultural output worldwide. The adverse effects of salt stress on plants can be revealed in different manners, from phenotypic to genetic changes. A comparative RNA-Sequencing analysis was done in roots and shoots of bread wheat, Najran cultivar between plants grown under unstressed control condition (0 mM NaCl) and salt treatment (200 mM NaCl). More than 135 million and 137 million pair-end reads were obtained from root and shoot samples, respectively. Of which, the mapped reads to *Triticum aestivum* genome IWGSC_V51 ranged from 83.9% to 85% in the root and 71.6% to 79% in the shoot. Interestingly, a comparison of transcriptomic profiling identified that total number of significantly differentially expressed genes (DEGs) examined in the roots was much higher than that found in the shoots under NaCl treatment, 5829 genes were differentially expressed in the roots whereas 3495 genes in the shoots. The salt-induced change in the transcriptome was confirmed by RT-qPCR using a set of randomly selected genes. KEGG enrichment analysis classified all DEGs in both roots and shoots into 25 enriched KEGG pathways from three main KEGG classes: Metabolism, organismal systems and genetic information processing. According to that, the most significantly regulated pathways in the root and shoot tissues were glutathione metabolism and biosynthesis of secondary metabolites such as phenylpropanoids and galactose metabolism suggesting that these pathways might participate in wheat salt tolerance. The findings highlight the importance of the control of oxidative stress via Glutathione and phenylpropanoids and the regulation of galactose metabolism in the roots and shoots for salt-tolerance in wheat. They open promising prospects for engineering salt-tolerance in this important crop via targeted improvement of the regulation of key genes in the production of these compounds.

## 1 Introduction

Environmental stresses including water-stress and salt-stress represent a serious challenge to plant growth and crop productivity. It has been estimated that salt stress could severely restrict the productivity of about 30% arable land by 2050 (Wang et al., 2018). Ranked as the third most important crop, wheat (*Triticum aestivum*) is the staple food in many parts of the world. Unfortunately wheat production, is currently challenged by salinity stress that causes up to 40% yield loss, seriously compromising global food security (Singh et al., 2020).

A considerable number of studies has examined the harmful effects of salt stress on plant life (Borrelli et al., 2018; Hniličková et al., 2019; Tanveer et al., 2020). These harmful effects result first in growth inhibition, then accelerated development, senescence, and ultimately plant death. Accumulation of salts in soil causes a reduction in soil water potential leading to a hyperosmotic and hyper-ionic environment. High levels of salt cause a reduction in the amount of water and essential minerals that plant roots can take up from the soil (Seleiman et al., 2021). Consequently, reduced uptake of mineral nutrients results ultimately in nutritional deficiencies which eventually affect plant growth and reduce crop yield (Hajihashemi et al., 2009). Accumulation of toxic salts in the cell causes inhibition of enzymes which together with stomatal closure result in reduced photosynthetic efficiency, reduced cell elongation and division and thereby decreased biomass accumulation. Stomatal closure under stress results in the generation of reactive oxygen species (ROS), which are very harmful to cells at high concentrations. ROS toxicity causes cellular damage in the form of DNA mutations, protein degradation or lipid peroxidation (Apel & Hirt, 2004; Ahmad et al., 2010). Plants respond to oxidative stress, by synthesizing a variety of protective enzymes that act as an antioxidant scavenging systems (Ayvaz et al., 2016). Extensive research has indicated remarkable increases in the activity levels of scavenging enzymes, such as ascorbate peroxidase, guaiacol peroxidase, glutathione reductase, superoxide dismutase and catalase, in different wheat cultivars to mitigate against ROS-induced oxidative stress (Mandhania et al., 2006; Esfandiari et al., 2007; Rao et al., 2013). Other plant’s responses to salt-stress include osmotic adjustment, increased biosynthesis of secondary metabolites, which help plants stay hydrated and maintain ion homeostasis under stress conditions (Ashraf et al., 2008). All the above responses implicate thousands of genes which may be directly or indirectly involved in plant salt tolerance by regulating ion influx and efflux (Li et al., 2020), production and accumulation of osmotica or compatible solutes (Singh et al., 2018), biosynthesis of signaling and regulatory enzymatic and nonenzymatic elements (Thabet et al., 2021). To understand the complexity of the various plant’s responses to salt stress, gene expression profiling can be used to identify salt-responsive genes. Many studies used transcriptomics to unravel the genes and associated metabolic pathways and biological functions involved in tolerance of environmental stress in wheat (Goyal et al., 2016; Amirbakhtiar et al., 2019; Luo et al., 2019). Despite the latest interest in transcriptome analysis in wheat under salt stress, all available studies have focused either on roots or shoots. No research has analyzed the effect of salt-stress on gene expression in both roots and shoots simultaneously. In this study, a global RNA-Seq analysis was done in the roots and shoots of a salt-tolerant wheat cultivar (Najran) under two conditions: control (0 mM NaCl) and salt treatment (200 mM NaCl). The current study identified differentially expressed genes revealing key biological pathways and processes involved in wheat responses to salt stress in root and shoot tissues, providing important insights into the molecular mechanisms underlying salt tolerance in this species. To our knowledge this is the first work where salt-induced changes in the transcriptome were analyzed in roots and shoots of the same wheat plants at the same time providing an integrated view of the response of wheat plants to salt-stress. The findings show that the control of oxidative stress via the production of antioxidants including glutathione and phenylpropanoids and galactose metabolism in roots and shoots are key pathways in the salt-tolerance trait in wheat. They offer a promising avenue for developing salt-tolerance in wheat via marker-assisted breeding or via genetic engineering technologies including gene editing to optimize the expression of targeted genes in these pathways.

## 2 Material and methods

### 2.1 Plant growth and salt stress treatment

Seeds of Najran wheat cultivar (accession No. 193) were obtained from Ministry of Environment, Water & Agriculture, Saudi Arabia. Cold-stratified seeds were germinated as three seeds per pot in 2L pots filled with 2:1:1 (v/v/v) mix of John Innes soil compost No. 2, vermiculite, and grit sand, respectively. After germination plants were divided into two groups, each group having a salt-treated batch and water-control batch.

The first group consisted of (1) unstressed control plants, watered with tap water and (2) salt-treated plants, watered with 200 mM NaCl solution. These plants were grown for 4 weeks from germination to full vegetative growth. Plants from this group were used to measure growth and extract RNA for sequencing.

The second group consisted of (1) unstressed control plants, watered with tap-water and (2) salt-treated plants watered with 100 mM NaCl solution. These plants were grown until flowering and seed production. Spikes were harvested when seeds became dry.

All plants were watered every other day and kept under controlled conditions; 16 h light at 20°C, 8 h dark at 15°C and 70% humidity.

### 2.2 Growth and yield analysis

Roots and shoots were harvested separately at midday, and roots washed thoroughly to remove soil and dried with paper towel. Different growth parameters including root and shoot fresh weight, dry weight and length were recorded. Roots and shoots were grouped into three replicates (each sample had a duplicate of plants), snap frozen in liquid nitrogen and stored at -80°C, they were later ground to a fine powder under liquid nitrogen to be used in RNA extraction. Dry weight was determined after drying plant tissues in an oven at 80°C for 7 days. To evaluate the impact of salt-stress on yield, the number of spikes and seeds was determined, and seed weight measured in control and salt-treated plants. Root and shoot Dry weight and number of spikes per plant and number of seeds per plant obtained.

### 2.3 RNA extraction and qualification

Total RNA was extracted from twelve root and shoot samples using Plant/Fungi Total RNA Purification Kit, according to the manufacturer’s instructions (Cat. 25800, Norgen, Canada) and treated with RNase-Free DNase I (Cat. 25710, Norgen) during RNA purification. RNA purity and quality were assessed using NanoDrop 1000 spectrophotometer whereas its integrity was examined by RNA 6000 Nano Kit for Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). High quality RNA samples with RIN ≥ 7.2 were sent to Admera Health LLC (New Jersey, USA) for cDNA library construction and sequencing.

### 2.4 Illumina library construction and transcriptome sequencing

According to Admera Health LLC, the quality of 20 µl RNA samples was assessed by High Sensitivity RNA Tapestation (Agilent Technologies Inc., California, USA) and quantified by Qubit 2.0 RNA HS assay (ThermoFisher, Massachusetts, USA). Paramagnetic beads coupled with oligo d(T)25 were combined with total RNA to isolate poly (A)+ transcripts based on NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module manual (New England BioLabs Inc., Massachusetts, USA). Prior to first strand synthesis, samples were randomly primed (5´ d(N6) 3´ [N=A,C,G,T]) and fragmented based on manufacturer’s recommendations. The first strand was synthesized with the Protoscript II Reverse Transcriptase with a longer extension period, approximately 40 minutes at 42°C. All remaining steps for library construction were done according to the NEBNext^®^ Ultra™ II *Non-Directional* RNA Library Prep Kit for Illumina^®^ (New England BioLabs Inc., Massachusetts, USA). Final libraries quantity was assessed by Qubit 2.0 (ThermoFisher, Massachusetts, USA) and quality was assessed by TapeStation D1000 ScreenTape (Agilent Technologies Inc., California, USA). Final library size was about 430bp with an insert size of about 300bp. Illumina^®^ 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina^®^ Novaseq S4 (Illumina, California, USA) with a read length configuration of 150 PE for *40*M total reads per sample (*20*M in each direction).

### 2.5 RNA-seq data analysis

The workflow of RNA-Seq data analysis started with the pre-processing of the raw reads and ended with identifying enriched KEGG pathways for the DEGs (**Figure S1**). All data presented and discussed in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE225565 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225565).

#### 2.5.1 Quality control and read quantification

Raw sequences from FASTQ files generated by Illumina were assessed with FastQC (version 11.8, http://www.bioinformatics.babraham.ac.uk/projects/fastqc). A total of 136281942 and 138608660 paired-end reads were obtained from twelve control and salt stressed samples of root and shoot tissues, respectively (**Table 1**). Trimmomatic (version 0.36, http://www.usadellab.org/cms/?page=trimmomatic) was used for trimming out contaminating adaptor sequences and producing filtered reads (Bolger et al., 2014).

**Table 1:** Summary of sequencing output, clean reads and mapping on the genome. R indicates root and S indicates shoot.

Sample	Total reads	High quality reads	Mapped reads
Ctrl_R_1	23001104	22838034	19425012
Ctrl_R_2	26022495	25836862	21983090
Ctrl_R_3	21950892	21726586	18437481
Salt_R_1	24008611	23818150	20066908
Salt_R_2	20462131	20265845	17006769
Salt_R_3	20836709	20702466	17395220
Ctrl_S_1	20340235	20188148	14449739
Ctrl_S_2	27874023	27720205	21256010
Ctrl_S_3	26033823	25804393	19259820
Salt_S_1	20727638	20590369	15766118
Salt_S_2	20869668	20721980	16374493
Salt_S_3	22763273	22575139	17764005

High-quality reads were quantified against transcripts derived from the Ensembl *T. aestivum* genome (version 51, https://plants.ensembl.org/Triticum_aestivum/Info/Index). Salmon (version 0.12.0, https://combine-lab.github.io/salmon); a tool which performs ‘quasi-alignment’ was used to quantify expression of transcripts from RNA-Seq data via read abundances. To quantify the levels of gene expression (gene-level counts), the R package ‘tximport’ (version 1.18.0, http://bioconductor.org/packages/release/bioc/html/tximport.html) was used.

#### 2.5.2 Differential gene expression analysis

Differentially expressed genes (DEGs) were identified using the R package DESeq2 (version 1.30.1, http://bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html). DESeq2 estimates fold change between experimental conditions (**Table 2**) in the root and shoot samples using a Negative Binomial GLM (General Linear Model) with a logarithmic link function. According to that, genes which have base 2 logarithmic fold change ≥1 and a cut-off of adjusted P-value (false discovery rate (FDR)) < 0.01 were considered as upregulated genes, whereas genes with a fold-changes ≤ −2 (Log_2_ ≤ −1) have been indicated as downregulated genes.

**Table 2:** Number of total differentially expressed genes (DEGs) and up/down-regulated genes in the root and shoot tissues of Najran wheat cultivar under 0 mM NaCl (control) and 200 mM NaCl (salt treatment) conditions.

	Total DEGs	Up-regulated	Down-regulated	Up_differences % ratio	Down_differences % ratio
Salt treated Root vs Control Root	5829	2226	3603	38.19	61.81
Salt treated Shoot vs Control Shoot	3495	1473	2022	42.15	57.85

#### 2.5.3 GO terms analysis

The GO terms enrichment analysis was done by searching the Gene Ontology resource (http://geneontology.org/) using the obtained DEGs against the wheat repository. Testing for enriched GO terms was carried out using the hyper GTest function from the R package GO stats, with a p-value test at cut-off of 0.05.

#### 2.5.4 Functional enrichment analysis

The Kyoto Encyclopedia of Genes and Genomes (KEGG) was searched to identify enriched KEGG pathways for the DEGs. KEGG pathways for *T. aestivum* were obtained using the R package ‘KEGGREST’ (version 1.34.0, https://bioconductor.org/packages/release/bioc/html/KEGGREST.html). Protein sequences for wheat genes were downloaded in FASTA format using the ID mapping tool from UniProt (https://www.uniprot.org/uploadlists/). KEGG’s ‘GhostKOALA’ search (https://www.kegg.jp/ghostkoala) was used to find KEGG orthology IDs for wheat genes based on the UniProt FASTA download. The KEGG orthology numbers enabled a mapping from wheat genes to KEGG pathways. Enriched KEGG pathways for the lists of significantly DEGs were calculated using a hypergeometric test with the corrected P-value < 0.05.

### 2.6 Validation of RNA-sequencing results using quantitative real-time PCR analysis

To validate the gene expression profiles obtained from the analysis of RNA-Seq data, eight genes differentially expressed under salt-stress were randomly chosen and their transcript levels monitored by RT-qPCR using the same RNA samples to RNA-Seq. The genes included four genes upregulated in both roots and shoots, two genes down-regulated in roots and shoots, one gene upregulated in roots and downregulated in shoots and one gene down regulated in roots and up-regulated in shoots (**Table S1**). Gene-specific primers (**Table S2**) for RT–qPCR (18–21 bp) were designed using Primer3(v. 0.4.0). cDNA was synthesized from twelve purified RNA samples using Tetro™ cDNA Synthesis Kit (Bioline, UK) according to the manufacturer’s procedure using Oligo dT primer. The SensiFAST™ SYBR Hi-ROX Kit (Bioline, UK) was used to perform qPCR in Rotor Gene Q5 & Qiagility Robot instrument (Qiagen, UK) based on the manual of SYBR Hi-ROX Kit (Bioline, UK) using cDNA as template. Normalization of gene expression level was done using CJ705892 gene as a housekeeping (internal control) gene from wheat (Dudziak et al., 2020). Primer efficiency was determined using serial dilutions of the cDNA for each gene, it ranged from 95% to 103%. Relative gene transcript levels of the target genes were quantified using the standard 2−^(δδCt)^ method (Livak & Schmittgen, 2001).

## 3 Results

### 3.1 Plant growth and yield

Salt stress resulted in important reductions in all growth parameters tested in this study. Plants subjected to salt-stress (200 mM NaCl) have shown 8.3-, 7.8-fold decrease in their root and shoot fresh weight, respectively (**Figure 1A**). Similarly, salt-stress caused a 9.3- and 8.7-fold decrease in the root and shoot dry weight, respectively in these plants (**Figure 1B**). Salt stress also affected plant’s height, as shown in **Figure 1C** salt-stressed plants have shown approximately 39% and 36% decline in the length of roots and shoots respectively.

**Figure 1:**
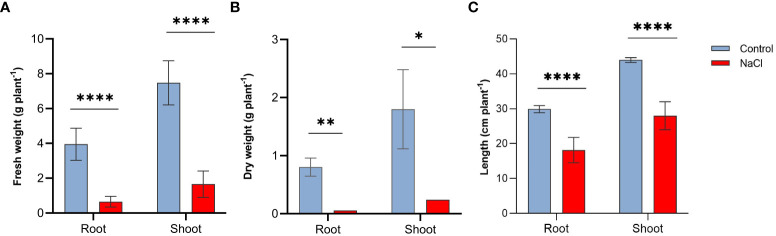
Effect of salt-stress on **(A)** fresh weight, **(B)** dry weight, and **(C)** lengths of the root and shoot of wheat *(Triticum aestivum)* (n=6 +/- S.E) plants subjected to salt-stress (200mM NaCl) or watered with tap water only (control). Columns with asterisks refer to the significant difference between control and salt stressed samples assigned using Independent T-Test (*P* ≤ 0.05). ns means P-value > 0.05, * means P ≤ 0.05, ** means P ≤ 0.01, **** means P ≤ 0.0001.

Interestingly, despite the negative effect on plant growth, salt-stress with 100 mM NaCl resulted in increased number of spikes and seeds per plant. As shown in **Figure 2A**, spike number per plant increased to more than two-folds under salt-stress compared to control plants (P < 0.01). Similarly, seed number per plant increased under salt-stress by 62.5% (**Figure 2B**). In contrast, the weight of seeds (0.21 g) decreased by 84% of the control (1.33 g) (P < 0.001) under saline conditions (**Figure 2C**)

**Figure 2:**
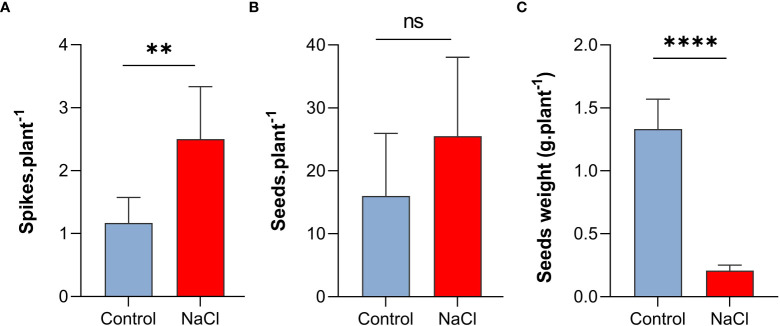
Effect of salt-stress on **(A)** spikes number, **(B)** seeds number, and **(C)** seeds weight of wheat *(Triticum aestivum)* (n=6 +/- S.E). plants subjected to salt-stress (200mM NaCl) or watered with tap water only (control). Columns with asterisks refer to the significant difference between control and salt stressed samples assigned using Independent T-Test (*P* ≤ 0.05). ns means P-value > 0.05, * means P ≤ 0.05, ** means P ≤ 0.01, **** means P ≤ 0.0001.

### 3.2 Transcriptome profiling and sequencing statistics

In order to investigate the regulatory mechanism of wheat responses to salinity stress at transcriptional level, RNA sequencing was carried out in the root and shoot tissues of Najran cultivar. Three biological replicates for each tissue and treatment were used in Illumina high-throughput sequencing. 

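The RNA-seq data comprise 12 libraries, 3 from each of 4 groups: control roots, salt-treated roots, control shoots and salt-treated shoots of plants watered for 4 weeks with 0 or 200 mM NaCl. The authors estimated transcript abundance with Salmon, summed it to genes with tximport and normalized the gene counts with DESeq2. The deposited table holds these normalized counts for 83486 genes. Table 1 gives 18437481 to 21983090 mapped reads per control root library (median 19425012) and 17006769 to 20066908 per salt-treated root library (median 17395220). In shoots it gives 14449739 to 21256010 mapped reads per control library (median 19259820) and 15766118 to 17764005 per salt-treated library (median 16374493). The normalized counts summed to 14878135 to 15863307 in control roots, 13890189 to 14183797 in salt-treated roots, 20513240 to 25371113 in control shoots and 18565098 to 19748450 in salt-treated shoots. The 100 genes with the highest counts took 7.58% to 10.6% of the total in root libraries and 18.2% to 30.1% in shoot libraries. The values are estimates and not whole reads, so no counting error can be given for a single value. Wheat carries near-identical gene copies on its A, B and D genomes, among which the estimation can split reads.

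Each comparison was tested with limma on log2(normalized count + 1) with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes with a normalized count of at least 10 in at least 3 libraries of a comparison were tested. As in the paper, a gene was called differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. The pseudocount of 1 shrinks the fold changes of genes with low counts. On simulated data of the same size, in which 200 genes were changed by 2 on the log2 scale, these settings recovered 19.5% of the changed genes in roots and 50.5% in shoots. The 200 were among 43884 genes in roots and 43987 in shoots, while an estimated 42.1% and 40.2% of the genes changed in the data. The adjustment is stricter when fewer genes change, and the simulation added counting noise to the observed spread. The recovered shares are therefore not those of the data. The simulated root data gave 1 false call and the simulated shoot data gave 0. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1.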

The number of raw reads obtained varied from 20.34 million to 27.87 million for 12 samples with a mean of 22.90 million. A total of 272788177 high-quality pair-end reads (99% of the raw reads) were generated from all samples; 135187943 and 137600234 reads from roots and shoots (**Table 1**), respectively. All the clean reads were quantified against transcripts of *T. aestivum* genome IWGSC_V51 (accessed Nov. 2021), resulting in mapped reads ranging from 83.9% to 85% (17006769 to 21983090 reads) in the root and 71.6% to 79% (14449739 to 16374493 reads) in the shoot (**Table 1**).

### 3.3 Differential gene expression analysis

Transcript abundance of each gene expressed under 0 or 200 mM NaCl conditions and mapped was normalized, then the significance of difference in transcript abundance in the root and shoot tissues was determined based on the thresholds of adjusted P-value (FDR < 0.01). Interestingly, a total of 5829 genes were differentially expressed in the roots under salt treatment, including 38.19% up-regulated genes and 61.81% down-regulated genes (as obviously depicted in the volcano plot **Figure 3A**). On the other hand, 3495 DEGs were revealed between the control and salt treated shoots; 42.15% of them were up-regulated, while 57.85% were down-regulated (**Figure 3B**). 

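In roots, 44737 genes passed the filter on low counts and 1553 of them were DEGs. Of these, 523 (33.7%) were up-regulated and 1030 (66.3%) were down-regulated. In every one of the 1553 DEGs the 3 salt-treated libraries lay on one side of the 3 control libraries, which was the case for 37.5% of all genes tested and for 10% by chance. The median log2 fold change of all genes tested was −0.02, and it was 0.12 when each library was scaled to the same total, under which 57.3% of the DEGs were down-regulated. The authors' deposited table for this comparison includes 1535 of the 1553 DEGs. Of the genes in the authors' deposited table, 5413 passed the filter, each with a change in the direction that the table gives, and 4714 had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment.

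Among the alternatives that keep all libraries, an adjusted p threshold of 0.05 in place of 0.01 raised the count of root DEGs the most, to 5354. The replicate number as a block lowered it the most, to 285. Leaving out 1 library moved it further in relation to its size than any of these. Without root control replicate 2 the count was 0, with 9967 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0144 by limma with Benjamini-Hochberg adjustment. The count was 144 without root control replicate 1, 6 without root control replicate 3 and 564 without root salt replicate 1. Without root salt replicate 3 it rose to 2526, which included 1235 of the 1553 DEGs.

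With the pseudocount of 1, the largest fitted increase among the DEGs was that of TraesCS1B02G440400, on chromosome 1B from 661990270 to 661996114. This gene was listed at 0 in all 3 control libraries and at 524, 81.5 and 119 normalized counts in the salt-treated libraries. Its fitted log2 fold change of 7.44 depends on the pseudocount. With a pseudocount of 10 it was 4.21, below the 5.04 of TraesCS3A02G260200, so its rank depends on the pseudocount too. A chitinase 3 gene, TraesCS3A02G260200, rose from 2.26 ± 0.97 (SD, n = 3) to 464 ± 352 normalized counts, a log2 fold change of 6.95 (standard error 0.51, adjusted p = 0.00128 by limma with Benjamini-Hochberg adjustment). The gene for Wheatwin-1, TraesCS3A02G517100, rose from 26.3 ± 29.1 (SD, n = 3) to 3244 ± 3311 normalized counts with a log2 fold change of 6.94. Root salt replicate 3 held the highest value of both genes, at 871 and 7053 normalized counts. A further chitinase gene, TraesCS3B02G293200, had a log2 fold change of 6.56, and TraesCSU02G085100 was at least 41.7-fold higher in salt-treated roots. Here and below, such a minimum is the mean of the higher group divided by 3. It is given where every library of the lower group lay at or under 3 counts, and it is no bound for single libraries.

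The largest decrease was that of TraesCS5B02G350000, on chromosome 5B from 531150546 to 531153975, which fell from 2766 ± 2301 (SD, n = 3) to 1.53 ± 1.94 normalized counts. Its log2 fold change was −9.25 (standard error 1.35, adjusted p = 0.00724 by limma with Benjamini-Hochberg adjustment). A terpene cyclase/mutase gene, TraesCS4A02G498200, had a log2 fold change of −8.09, and another, TraesCS4A02G496400, was at least 105-fold lower in salt-treated roots. The log2 fold changes of TraesCS5A02G391500 and TraesCS7B02G278500 were −7.90 and −7.72. Without root control replicate 2 the adjusted p by limma with Benjamini-Hochberg adjustment rose to 0.0190 for TraesCS1B02G440400, 0.0177 for TraesCS3A02G260200 and TraesCSU02G085100, 0.0371 for TraesCS3A02G517100, 0.0336 for TraesCS3B02G293200 and 0.0277 for TraesCS5A02G391500, the highest for these 6 genes over all alternatives. Without root control replicate 3 the same 6 genes also passed 0.01, at 0.0122 to 0.0302. The adjusted p without root control replicate 1 was 0.0109 for TraesCS1B02G440400, 0.0102 for TraesCS3A02G517100, 0.0125 for TraesCS3B02G293200 and 0.0146 for TraesCS5A02G391500, and without root salt replicate 1 it was 0.0111 for TraesCS3A02G517100 and 0.0104 for TraesCS3B02G293200. The adjusted p of TraesCS5B02G350000 was 0.0185, 0.0112 and 0.0135 without root salt replicates 1, 2 and 3. Only TraesCS4A02G498200, TraesCS4A02G496400 and TraesCS7B02G278500 stayed under 0.01 wherever they were tested, with a highest value of 0.00964. These genes and TraesCS5B02G350000 were not tested without any 1 root control library, as fewer than 3 libraries then held 10 counts. Their calls were thus not put to the fits in which the 6 genes above passed 0.01.

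**Figure D1:**
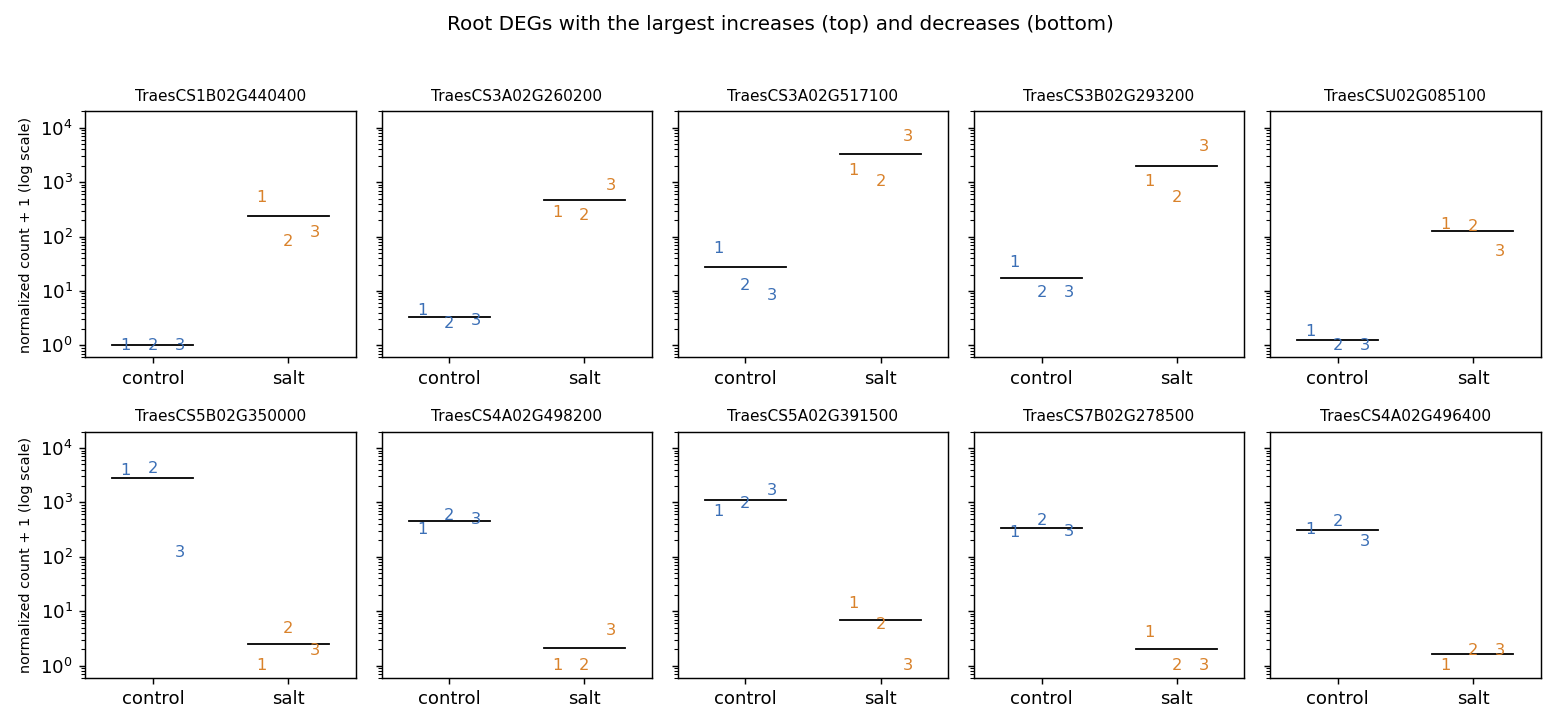
Normalized counts plus 1, on a log axis, of the 10 root genes with the largest changes in the 3 control and the 3 salt-treated root libraries. Each digit marks the replicate number and each line the mean of a group, and the 3 libraries of one group lie apart from those of the other for all 10 genes.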

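In shoots, 44647 genes passed the filter and 2359 of them were DEGs, 1026 (43.5%) up-regulated and 1333 (56.5%) down-regulated. The groups did not overlap in any of these DEGs, nor in 36.5% of all genes tested, where chance gives 10%. Scaling each library to the same total moved the median log2 fold change of all genes from −0.01 to 0.19, and under it only 39.0% of the DEGs were down-regulated. The authors' deposited table for this comparison includes 2153 of the 2359 DEGs. In the authors' deposited table, 3351 genes passed the filter, each with the same direction, and 3261 of them had an adjusted p under 0.05 by limma with Benjamini-Hochberg adjustment. The count of shoot DEGs was 4572 at an adjusted p threshold of 0.05. It was 873 without shoot control replicate 2, 1039 without shoot control replicate 3, 1017 without shoot salt replicate 1 and 1441 without shoot salt replicate 3. The share of down-regulated DEGs was 44.0% without shoot control replicate 2, 39.9% without shoot control replicate 1 and 45.0% without shoot control replicate 3, and 59.1%, 71.1% and 62.0% without shoot salt replicates 1, 2 and 3. With a control library left out, the filter also drops lowered genes that lie under 10 counts in every salt-treated library. With a salt-treated library left out, it drops raised genes that lie under 10 counts in every control. These shares therefore do not compare directions over the same genes.

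The increases with the largest fitted log2 fold change were those of TraesCS1B02G170200 (9.54) and TraesCS1A02G152600 (9.41), the latter at least 317-fold higher in salt-treated shoots. A gene for an iron-sulfur cluster assembly protein, TraesCS1B02G436500 on chromosome 1B from 659765787 to 659767557, was at least 291-fold higher (adjusted p = 6.46e-05 by limma with Benjamini-Hochberg adjustment). TraesCS3B02G213600 had a log2 fold change of 8.81. The dehydrin WZY2 gene, TraesCS6A02G350700 on chromosome 6A from 582516436 to 582517359, rose from 3.30 ± 3.33 (SD, n = 3) to 1350 ± 128 normalized counts, a log2 fold change of 8.72 (standard error 0.64, adjusted p = 0.000192 by limma with Benjamini-Hochberg adjustment).

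Among the decreases, TraesCS3A02G509900 was at least 152-fold lower and TraesCS1B02G454500 at least 84.5-fold lower in salt-treated shoots. TraesCSU02G227200 was listed at 0 in the 3 salt-treated libraries and at 456, 130 and 107 normalized counts in the controls. The MFT-3B-2 gene, TraesCS3B02G007400, fell from 857 ± 776 (SD, n = 3) to 1.95 ± 1.85 normalized counts with a log2 fold change of −8.06, and TraesCS3B02G578400 had a log2 fold change of −7.27. The 10 named shoot genes stayed DEGs under every alternative in which they were tested, with a highest adjusted p of 0.00338 by limma with Benjamini-Hochberg adjustment.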

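Gene descriptions were taken from the deposited comparison tables, which give one for 5159 of their 24878 genes. Among the genes called by limma, 377 of the 1553 root DEGs and 492 of the 2359 shoot DEGs had a description. The paper's own DEGs in the deposited tables had one for 1211 genes in roots and 740 in shoots.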

Only 1205 from 5829 genes expressed in roots and 733 from 3495 genes in shoots had annotated functions (**Table 2**).

**Figure 3:**
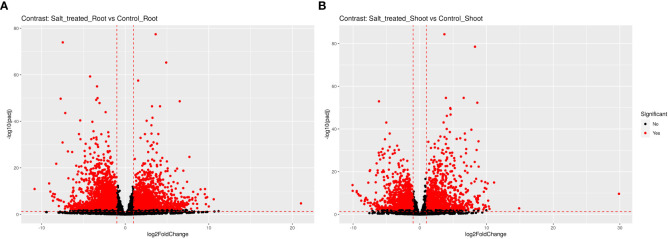
The volcano plot (log_2_ FC ≥1 or ≤ -1, p-adj ≤ 0.01) of differentially expressed genes in roots and shoots of Wheat (Najran) under salt-stress (200mM NaCl). DEGs in **(A)** salt-treated root versus control root, **(B)** salt-treated shoot versus control shoot. Red dotes towards the right indicate statistically significant-upregulated genes, red dotes towards the left indicate statistically significant-downregulated genes and black dotes indicate non-significant genes.

The number of genes that were identified as DEGs in roots and shoots was compared and the overlap of DEGs in the two organs analyzed using a Venn diagram (**Figure 4**). 

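Of the 38669 genes tested in both tissues, 1114 were DEGs in roots and 1802 in shoots, and 272 were DEGs in both, where 51.9 would be shared by chance (odds ratio 7.61, one-sided Fisher's exact test, p = 1.71e-119). The test counts genes, which are not independent replicates. Of the 272 shared DEGs, 111 were up-regulated in both tissues and 145 were down-regulated in both. Another 13 were up-regulated in roots and down-regulated in shoots, and 3 changed in the opposite way. Outside the overlap, 1281 genes were DEGs in roots alone and 2087 in shoots alone. The adjusted p threshold of 0.05 moved the overlap the most among the alternatives with all libraries, to 1172 genes. Without root control replicate 2 there were 0 shared DEGs, since no gene was then a DEG in roots, where 9967 genes had an unadjusted p under 0.05. The overlap was 2 genes without root control replicate 3, 34 without root control replicate 1 and 115 without root salt replicate 1. It was 125, 149, 137 and 170 genes without shoot control replicates 2 and 3 and shoot salt replicates 1 and 3.

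**Figure D2:**
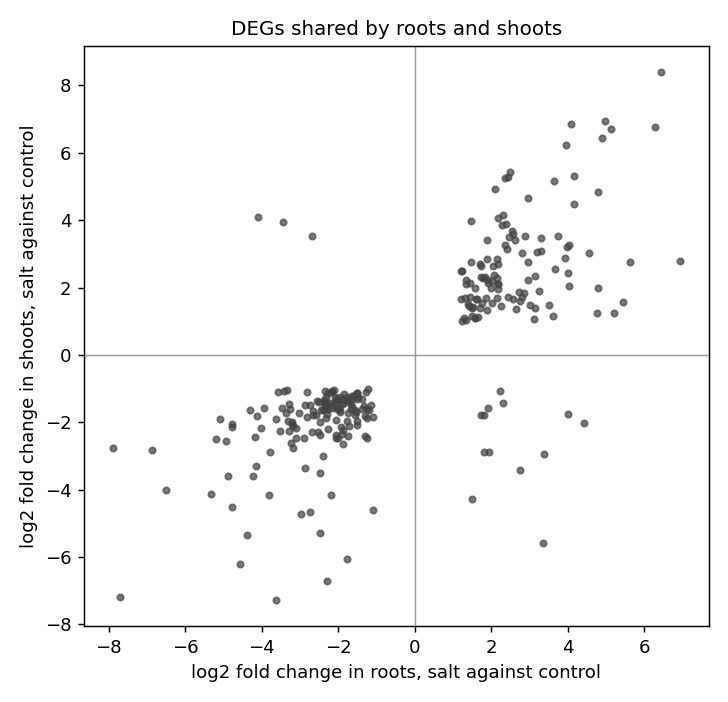
Log2 fold change in roots against log2 fold change in shoots of the 272 genes that were DEGs in both tissues, 1 point per gene. Most points lie where both changes have the same sign, 111 with both positive and 145 with both negative.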

The Venn diagram showed that only 1158 genes were overlapping genes expressed in roots and shoots under salt-stress conditions.

**Figure 4:**
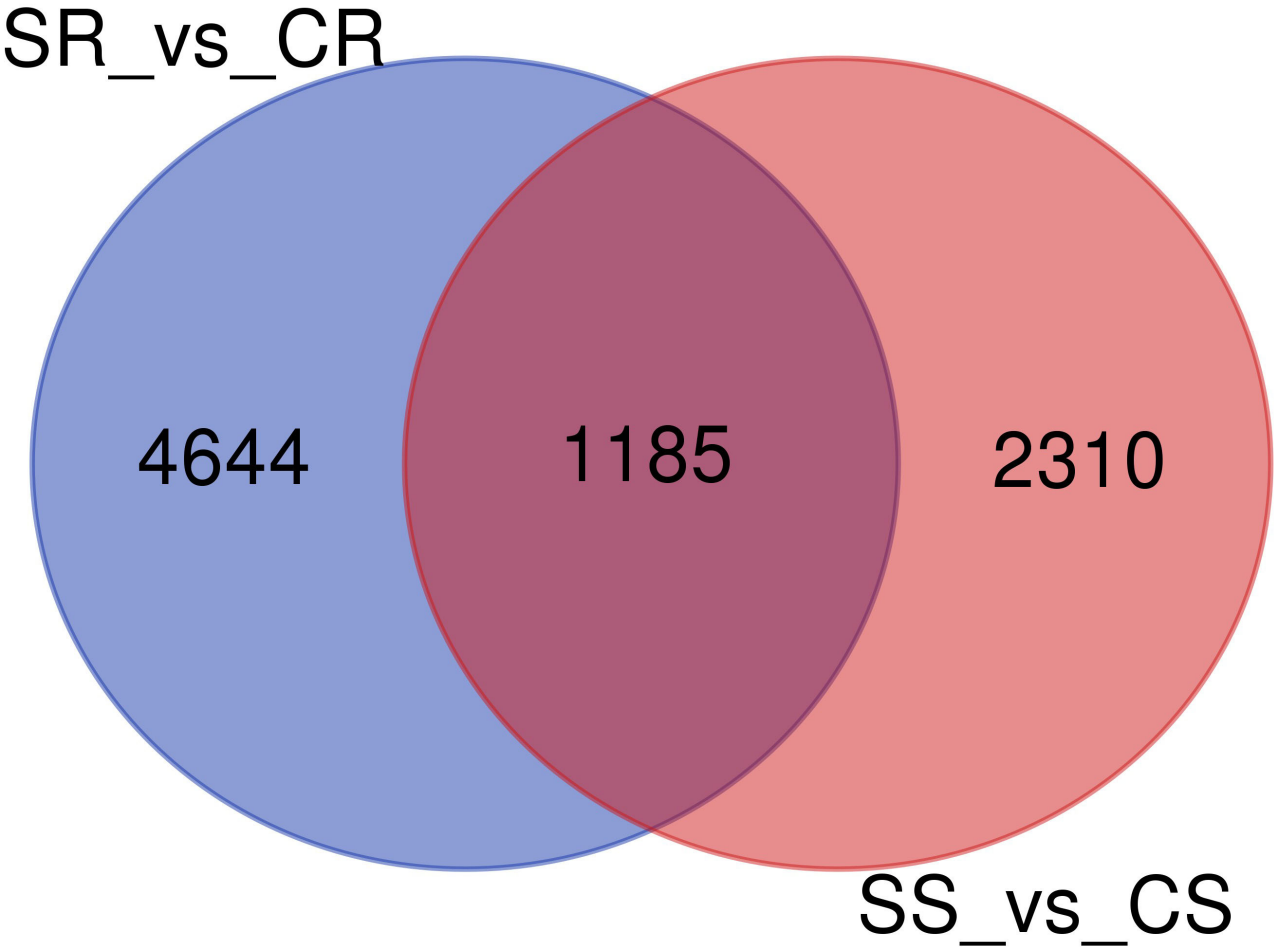
Venn diagram of differentially expressed genes (DEGs)in roots and shoots of Najran wheat *(Triticum aestivum)* under salt-stress (200mM NaCl). The numbers in the Venn diagram indicate DEGs in salt treated-roots vs. control-roots (SR_vs_CR), root and salt-treated shoots vs. control-shoots; (SS_vs_CS).

### 3.4 Cluster analysis of RNA-sequencing data

To have an overview of the relationship of expression patterns between the control and salt stressed samples as well as between the roots and shoots, Principal Component Analysis (PCA) and hierarchical clustering methods were used. 

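Principal component analysis was run on the 500 genes with the highest variance of log2(normalized count + 1) over the 12 libraries, centred and not scaled. The first component held 97.5% of the variance (jackknife standard error 0.53) and the second 0.936% (jackknife standard error 0.41). The 6 root libraries had scores from −116.2 to −88.1 on the first component and the 6 shoot libraries from 100.8 to 112.7. With all genes that passed the filter in place of the 500, the alternative that moved these shares the most, the first component held 76.0% and the second 8.84%.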

PCA, showed that 98% variance was observed between the root and shoot samples (**Figure 5A**). Moreover, these two distinct groups formed based on their expression profile; one group comprised control and salt-treated roots and the other group comprised shoots from non-stressed and stressed plants. On the other hand, the PCA plot in **Figure 5A** demonstrated that the outlier (Salt-treated root) at the middle west of the plot is almost entirely responsible for the variation seen in the second principal component (1% of the variation in the entire dataset).

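On the second component the control roots had scores of −11.95, −14.34 and −15.39. The salt-treated roots had scores of 15.73, 20.11 and 4.15, and the shoot libraries lay between −3.53 and 3.01. Of the sum of squared scores on this component, 45.8% came from the 3 control roots, 52.3% from the 3 salt-treated roots and 1.89% from the 6 shoot libraries. Root salt replicates 1, 2 and 3 gave 19.4%, 31.6% and 1.35%. Replicate 3 was taken as the library set apart because its score lay closest to the shoots, so its small share follows from that choice. Without it, the component held 1.06% of the variance.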

**Figure 5:**
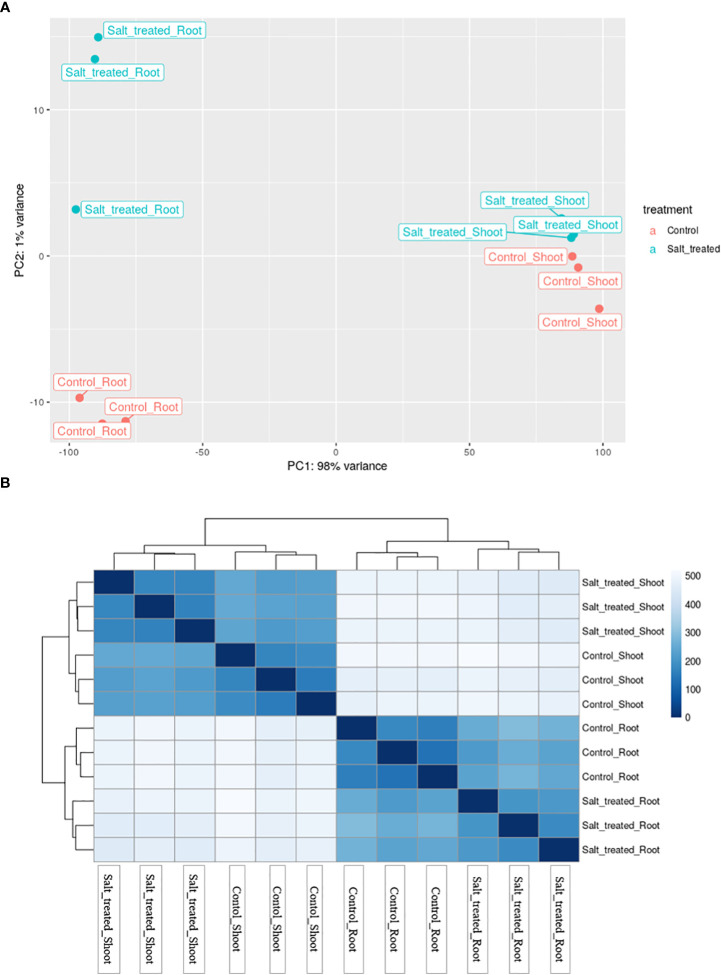
**(A)** Principal component analysis (PCA) of differential gene expression in Najran wheat (*Triticum aestivum*) subjected to salt-stress (200mM NaCl). Samples showing the relationship between salt stressed and control roots and shoots. Blue color refers to control samples and orange color to salt treated samples. **(B)** Heatmap showing the clustering and relationship of gene expression in salt-stressed and control roots and shoots, each sample being represented by three replicates. Darker color refers to more similarity between samples.

The heatmap visualization of gene expression, combined with clustering method grouped the 12 samples based on similarity of their gene expression pattern and these classifications were consistent with the PCA findings. The color and intensity of heat map boxes was used to represent the similarity in gene expression, the darker the blue color, the more similarity between samples. 

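Euclidean distances between the 12 libraries were computed on the log2 values of all 83486 genes. The mean distance between a control and a salt-treated root library was 350.1, and that between root libraries of the same treatment was 261. In shoots the same means were 330 and 258. The two-sided exact permutation p of the difference was 0.1 in each tissue, the smallest that the 20 labelings of 6 libraries allow. The mean distance between a root and a shoot library was 648. With complete linkage, the libraries of each of the 4 groups formed a cluster of their own. With the 500 most variable genes, the alternative that moved this the most, 2 of the 4 groups did. Root salt replicate 3 lay at a mean distance of 298 from its own group and 327 from the control roots.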

The heatmap analysis indicated the notable difference between the control and salt treated samples in both roots and shoots and a massive difference between the gene expression profiles of the roots and shoots (**Figure 5B**). These variations in gene expression patterns among wheat samples are a result of exposing plants to salt stress as well as differences in plant organs.

### 3.5 GO terms enrichment of DEGs

To determine the functional meaning of the salt-induced changes in the transcriptome in roots and shoots of Najran Wheat, we performed the GO terms enrichment for the DEGs in the two organs.

As shown in the heatmap of **Figure 6**, the DEGs in roots and/or shoots were associated with 76 functional categories in total. The DEGs were associated with 48 “biological process” categories, 19 “molecular function” categories and 9 “cellular component” categories. Exactly 35 categories were present only in roots and 16 were present only in shoots while 25 categories were present in both organs. Among the categories enriched in roots there were processes involved in cell ionic homeostasis, oxidative stress responses including Glutathione synthesis, osmotic stress response, hormonal signaling, carbohydrate transport etc. Among the categories enriched in shoots there were protein folding, photosynthesis, synthesis of secondary metabolites, response to Abscisic acid, hormonal-signaling. Among the categories enriched in both organs we find response to oxidative stress response, glutathione synthesis and carbohydrate transport.

**Figure 6:**
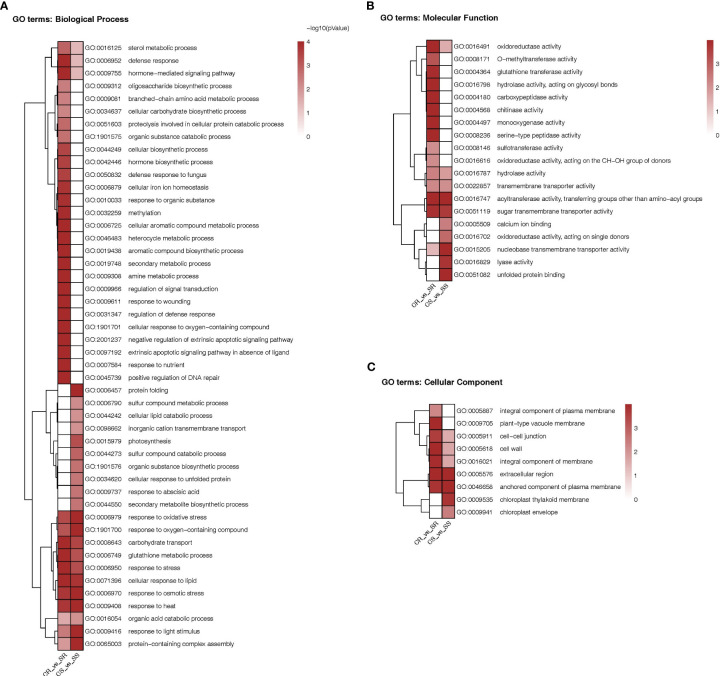
Heatmap comparison of Gene Ontology classifications of DEGs in roots and shoots of Najran Wheat plants under salt stress (200 mM NaCl) versus unstressed control. The heatmaps representing GO terms based on **(A)** biological process (45 categories), **(B)** molecular function (19 categories) and **(C)** cellular component (9 categories). The color scale indicates different levels of significance of enriched terms (P-value < 0.05).

### 3.6 KEGG enrichment analysis of DEGs and functional annotations

To identify which biological pathways for the DEGs were potentially enriched in the roots and shoots of Najran cultivar transcriptome, KEGG enrichment analysis was done for all pairwise comparisons. The KEGG analysis revealed that all DEGs in both roots and shoots could be classified into 25 enriched KEGG pathways which located in three main KEGG classes; metabolism, organismal systems; environmental adaptation and Genetic information processing; folding, sorting and degradation (**Figure 7A**, **Tables S3, S4**). Among them, the number of DEGs was the largest in metabolism category, which included 4044 genes involved in different pathways such as biosynthesis of secondary metabolites, Amino acid metabolism, Carbohydrate metabolism, Metabolism of cofactors and vitamins and other compounds.

**Figure 7:**
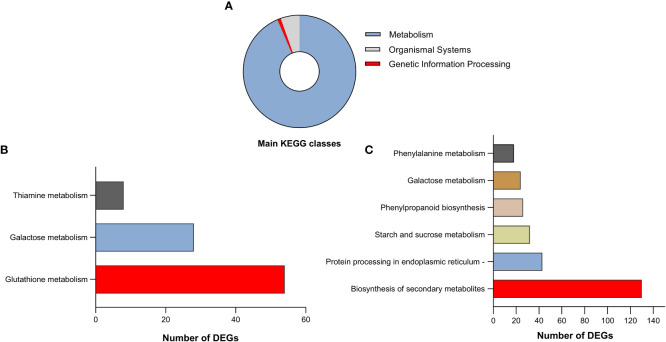
**(A)** Categorization of the identified differentially expressed genes in both roots and shoots of Najran wheat (*Triticum aestivum*) in three chief KEGG classes. The top significantly enriched pathways of identified DEGs in roots **(B)** and shoots **(C)** in response to salinity stress.

Pathways relating to glutathione metabolism, galactose metabolism and thiamine metabolism were significantly upregulated in the roots under salt stress (**Figure 7B**), where glutathione metabolism had the highest number of DEGs (**Figure S2**). In contrast, the significantly enriched pathways in the salt treated shoot were biosynthesis of secondary metabolites, protein processing in endoplasmic reticulum, starch and sucrose metabolism, phenylpropanoid biosynthesis, galactose metabolism and phenylalanine metabolism pathways (**Figure 7C**). Most of DEGs were related to biosynthesis of secondary metabolites such as genes associated with phenylpropanoids (**Figure S3**).

Comparing salt-stress to control plants revealed three and six different pathways preferably enriched in salt treated roots vs control roots and salt treated shoots vs control shoots, respectively (**Table S4**). Interestingly, the only common pathway between salt treated roots vs control roots and salt treated shoots vs control shoots was galactose metabolism (**Figure S4**), which is part of carbohydrate metabolism and has been reported to have a role in salt tolerance (Darko et al., 2019).

### 3.7 Validation of RNA-seq results using quantitative real-time PCR analysis

To validate the change in transcript-levels revealed by RNA-Seq data, transcript levels of eight DEGs in both roots and shoots of Najran wheat were measured by RT-qPCR. The results of this analysis (**Figure 8**) confirmed that change (up or down-regulation depending on gene) in transcript levels was consistent with that obtained by RNA-Seq for the selected genes including heat shock protein 90, dirigent protein, delta-1-pyrroline-5-carboxylate synthase, flavin-containing monooxygenase, glutamate receptor, lipoxygenase, bidirectional sugar transporter SWEET and ABA inducible protein. The log2 fold change in transcript levels for the eight randomly selected genes measured by RT-qPCR and RNA-Seq is shown in **Figure 8**.

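In the normalized counts, all 16 combinations of the 8 genes of Table S1 with the 2 tissues moved in the direction that Table S1 gives. The RT-qPCR values were not analysed here. In 15 of the 16 combinations the 3 salt-treated libraries lay on one side of the 3 controls, which chance gives in 10% (two-sided exact permutation p = 0.1, the smallest possible). The exception was HSP90 in roots, with an exact permutation p of 0.2. By limma's test, 7 of the 16 combinations were DEGs, 2 in roots and 5 in shoots. In roots the other 5 combinations tested had an adjusted p from 0.0179 to 0.0422, and in shoots the other two had 0.0229 and 0.0311, by limma with Benjamini-Hochberg adjustment over all genes tested. Adjusted over the list alone, all 7 genes tested in each tissue had an adjusted p under 0.01, with a highest value of 0.00532 in roots and 0.00364 in shoots. The study chose this list on the same samples, so that count is not independent evidence. The adjusted p threshold of 0.05 moved the number of DEGs the most, to 14. Without any 1 of the shoot salt libraries it was 4, since HSP90, the dirigent gene and Wrab18 then had fewer than 3 libraries at the minimum count. Of the 2 root genes, the dirigent gene was no DEG without root control replicates 2 and 3 (adjusted p of 0.0170 and 0.0115 by limma) and the monooxygenase gene without root control replicates 1, 2 and 3 (0.0117, 0.0177 and 0.0146).

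The HSP90 gene (TraesCS2A02G033700, chromosome 2A, 15001542 to 15004849) rose in shoots from 2.65 ± 2.02 (SD, n = 3) to 421 ± 294 normalized counts, a log2 fold change of 6.75. In roots it had 7.55, 3.88 and 3.74 normalized counts in the controls and 10.7, 496 and 5.23 in the salt-treated libraries, so it did not pass the filter and its log2 fold change of 2.51 rests on root salt replicate 2. The dirigent gene (TraesCS4A02G431400, chromosome 4A, 702070205 to 702073215) had log2 fold changes of 4.98 in roots and 6.94 in shoots. The P5CS gene (TraesCS3B02G395900, chromosome 3B, 623824481 to 623830911) rose in shoots from 437 ± 163 (SD, n = 3) to 7655 ± 913 normalized counts, a log2 fold change of 4.20, and in roots by 1.59 on the log2 scale. The flavin-containing monooxygenase gene (TraesCS5A02G348400, chromosome 5A, 552069609 to 552072551) was at least 16.0-fold higher in salt-treated roots and had a log2 fold change of 3.32 in shoots. The glutamate receptor gene (TraesCS5B02G217500, chromosome 5B, 391456691 to 391462908) had log2 fold changes of −1.71 in roots and −2.85 in shoots. Those of the lipoxygenase gene (TraesCS2B02G333600, chromosome 2B, 477327980 to 477332460) were −1.89 and −1.98. The SWEET gene (TraesCS6A02G009100, chromosome 6A, 3771987 to 3774077) rose in roots by 1.18 on the log2 scale. In shoots it had 9.76, 7.61 and 17.0 normalized counts in the controls and 0, 1.23 and 0 in the salt-treated libraries, which is at least 3.82-fold lower, and did not pass the filter. The Wrab18 gene (TraesCS1B02G381500, chromosome 1B, 614292094 to 614293204), described as an ABA inducible protein, had a log2 fold change of −1.14 in roots and was at least 10.8-fold higher in salt-treated shoots. Over the alternatives the adjusted p of Wrab18 in shoots ran from 3.41e-05 to 0.0168, the highest with a pseudocount of 0.1.

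The difference between the log2 fold changes in roots and shoots was tested with limma over all 12 libraries with Benjamini-Hochberg adjustment. It was 4.36 for SWEET (adjusted p = 0.00113), −5.39 for Wrab18 (adjusted p = 0.000288) and −2.61 for P5CS (adjusted p = 0.00589). It did not pass the threshold for HSP90 (−4.24, adjusted p = 0.209), the dirigent gene (−1.96, adjusted p = 0.239), the monooxygenase gene (1.07, adjusted p = 0.557), the glutamate receptor gene (1.14, adjusted p = 0.223) or the lipoxygenase gene (0.10, adjusted p = 0.960). Without root salt replicate 2 the difference for HSP90 was −6.19 with an adjusted p of 0.00289, where the alternatives gave adjusted p from 0.00289 to 0.371. The adjusted p of P5CS ran from 0.00153 to 0.0212 over the alternatives, the highest without root control replicate 2.

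**Figure D3:**
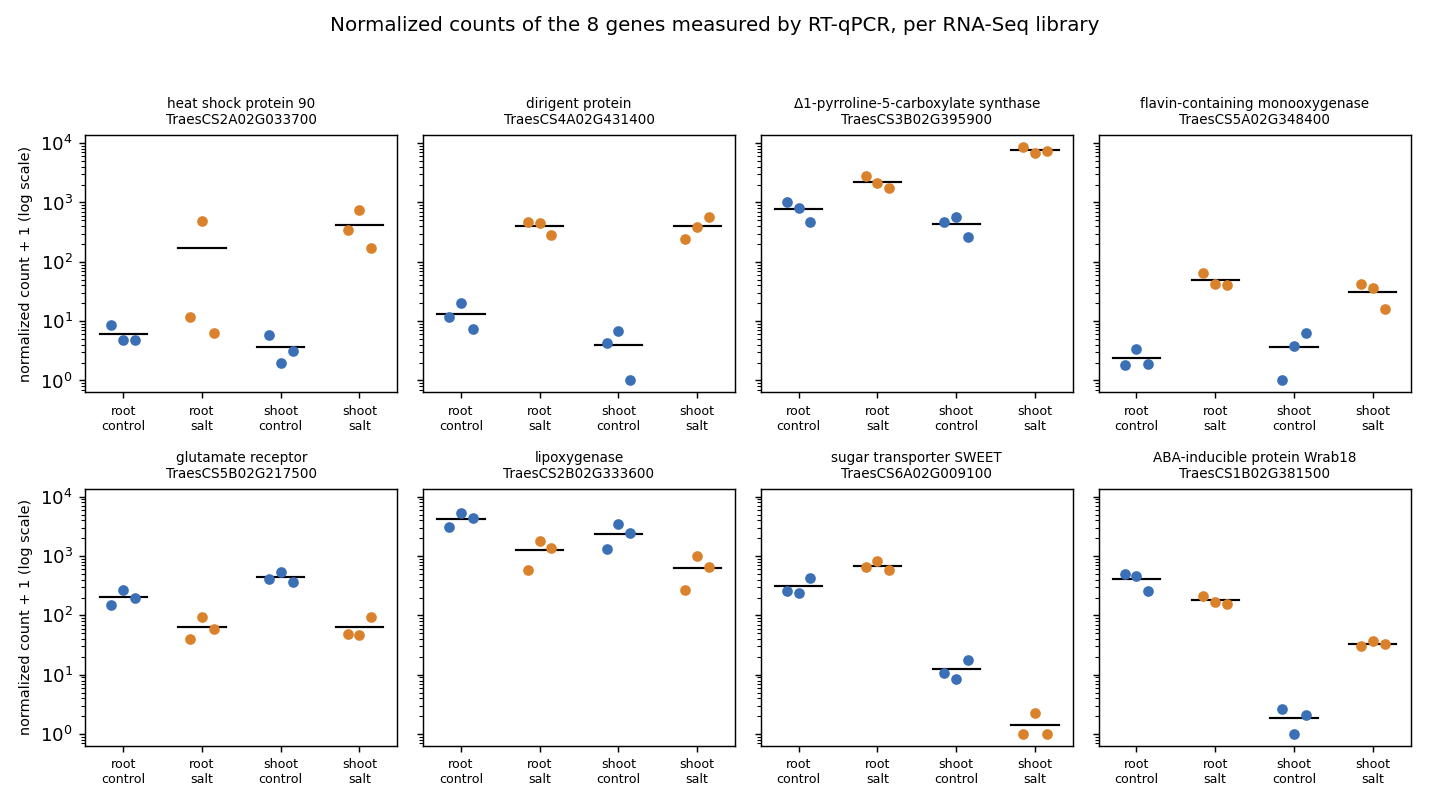
Normalized counts plus 1, on a log axis, of the 8 genes of Table S1 in control and salt-treated roots and shoots, 1 panel per gene. Points are the 3 libraries of each group and bars their means, and only HSP90 in roots shows salt-treated libraries, at 5.23 and 10.7, among or next to the controls while the other stands at 496.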

**Figure 8:**
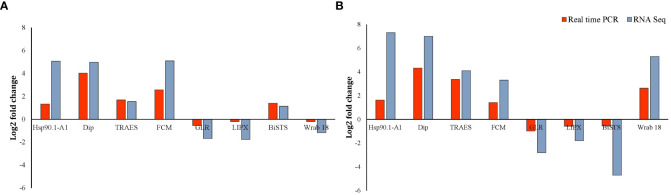
RT-qPCR validation of the salt-induced transcript change in Najran wheat (*Triticum aestivum*) subjected to salt- stress (200 mM NaCl). Log2 fold change in transcript levels is shown in root **(A)** and shoot **(B)** for eight genes including four up-regulated genes in roots and shoots (TaHSP 90, TaDip, Tres CFD, TaCFM), two genes down regulated in roots and shoots (TaGLR and Ta LIPX), one gene upregulated in roots and down regulated in shoots (taBiSTS) and one gene down regulated in roots and up-regulated in shoots (TaWrab18). Red bars represent qPCR results, whereas blue bars represent the results of RNA sequencing.

## 4 Discussion

### 4.1 Growth and yield

Salt-stress caused a significant reduction in root and shoot growth of Najran wheat. This decrease in growth and biomass is common to most non-halophytic plants including wheat which is considered as a salt-tolerant non halophyte. A previous study compared the effect of salt-stress on the growth of three wheat cultivars from Saudi Arabia including Najran, Qiadh, Mebiah, the results concluded that among the three cultivars, Najran was the least impacted by salinity (Alyahya and Taybi unpublished). Similarly, Alfagham (2021) compared the effect of water-stress on the growth of six wheat cultivars including Najran, Jaizan, Sama, Rafha, Ma’ayah and Najd and concluded that Najran was the least impacted by water-stress. In contrast to growth and biomass, salinity has increased the number of spikes and seeds per plant in Najran wheat. Although the seeds were smaller, they maintained a full-germination rate compared to seeds obtained from unstressed plants. This response clearly suggests a high degree of adaptability of this wheat cultivar to survive and maintain itself under stressful conditions. Dadshani et al. (2019) have shown that salt-stress decreases root and shoot growth (dry weight and length) in three wheat genotypes, SBLs, Zentos, Syn86. Moreover, high soil concentrations of some mineral nutrients like Boron, impact negatively growth in different wheat cultivars (Pandey et al., 2022; Khan et al., 2023).

### 4.2 Differential gene expression

Global profiling of the transcriptome of roots and shoots of Najran wheat revealed profound changes in gene expression under salt-stress as shown by the high number of DEGs. 

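The 1553 root DEGs called by limma were 3.47% of the genes tested, 1.86% of the 83486 genes listed and 1.73% of 90000 genes. The 2359 shoot DEGs were 5.28%, 2.83% and 2.62% of the same totals. An estimate of the share of tested genes that changed, made from the distribution of local false discovery rates and not from a threshold, was 42.1% in roots and 40.2% in shoots.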

The expression of about 6.5% and 3.9% of the estimated 90000 wheat genes changed in roots and shoots respectively under salt-stress. Among the identified DEGs, candidate genes related to key pathways with important roles in adaptation and responses to salt stress were identified. It is worth noting the levels of transcriptional changes under abiotic stresses vary between plant tissues, this being observed to a greater extent in tissues sensing stress early rather than those subsequently detecting it. Roots of drought-treated Arabidopsis plants, undergo higher levels of transcriptional alterations compared to shoots under water-stress, suggesting that the physiological adjustments induced in roots were deeper to those induced in shoots (Bashir et al., 2018). Goyal et al. (2016) have shown that 17,911 genes were differentially expressed under salt-stress in roots of Kharchia wheat. Similarly, Amirbakhtiar et al. (2019) have shown that 5128 were differentially expressed under salt-stress in roots of Arg wheat. Among these genes, there were genes for sensing and signaling of salt stress such as genes that encode calcium transporters (Ta.ANN4, Ta.ACA7, Ta.NCL2 and Ta.GLR) and SOS1 (Na^+^/H^+^ antiporter), genes coding for transcriptional regulators such as transcription factors (MYB, bHLH, AP2/ERF, WRKY, NAC, and bZIPs) as well as genes related to salt stress adaptation, including genes coding for LEA proteins, Aquaporins, P5CS, dehydrins, ABA and K+ transporters (Ta.ABAC15, Ta.HAK25), catalases, glutathione-S-transferases.

Roots as the first organ encountering salinity in the surrounding media often respond by deploying specific responses to maintain water and nutrient uptake while limiting the uptake of toxic ions and potentially extruding them (Rajaei et al., 2009). On contrast, plant shoots detect and respond to salt-stress at a later stage, they might deploy specific responses to keep cells hydrated and protect metabolism from inhibition including photosynthetic reactions to keep growth. Shoots have higher sensitivity to salinity than the roots (Esechie et al., 2002).

### 4.3 Functional enrichments of the DEGS

Functional enrichment of the DEGs in roots and shoots of Najran wheat revealed important biological and molecular functions that may be key to the survival and development of this wheat cultivar under salinity. Genes associated with glutathione metabolism, galactose metabolism and thiamine metabolism were differentially regulated in roots of salt treated Najran wheat compared to the control. The highest number of DEGs was in glutathione metabolism pathway. These DEGS included fifty genes coding for glutathione S-transferase (GST) and one gene coding for glutathione dehydrogenase. 

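The deposited tables describe 5 genes as glutathione S-transferases, of which 4 were tested in roots and 0 were DEGs. At an unadjusted p under 0.05 there were 2 such genes, which are named here after their values were seen. TraesCS7D02G030700 rose by 1.05 on the log2 scale (standard error 0.21, adjusted p = 0.0207 by limma with Benjamini-Hochberg adjustment), and TraesCS2A02G306100 had a log2 fold change of −1.94 (standard error 0.36, adjusted p = 0.0162 by the same limma test). Among all 17 families of genes counted here, limma called 80 combinations of a gene and a tissue, and the count was 170 at an adjusted p under 0.05 without a fold change threshold, the alternative that moved it the most. No described gene was a glutathione dehydrogenase, which was therefore not analysed here, and the pathway annotation of genes without a description was not used here. The authors' deposited table for roots lists 2 of the 5 glutathione S-transferases, so the other genes that the paper counts were not tested by family here.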

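All 4 genes described as glutathione synthetases were tested in roots, and 2 of them were down-regulated DEGs under every scaling tried. TraesCS7A02G442500, on chromosome 7A from 636889761 to 636906158, fell from 695 ± 72.9 (SD, n = 3) to 48.1 ± 4.74 normalized counts, a log2 fold change of −3.82 (standard error 0.18, adjusted p = 0.000568 by limma with Benjamini-Hochberg adjustment). TraesCS7B02G341200, on chromosome 7B from 595788405 to 595798409, fell from 385 ± 96.9 (SD, n = 3) to 22.7 ± 5.77 normalized counts, a log2 fold change of −4.02 (standard error 0.27, adjusted p = 0.00110 by limma with Benjamini-Hochberg adjustment). Without root control replicate 2 their adjusted p rose to 0.0144 and 0.0175 by limma with Benjamini-Hochberg adjustment, the highest over all alternatives, and that of the second gene was 0.0115 without root control replicate 3. Of the other two genes, TraesCS5B02G104500, named after its values were seen, rose by 0.63 on the log2 scale with an adjusted p of 0.0404. In shoots 4 of these genes were tested, 0 were DEGs and 0 had an unadjusted p under 0.05. The difference between the log2 fold changes in roots and shoots was −4.53 for TraesCS7A02G442500 (adjusted p = 0.00198 by limma) and −3.76 for TraesCS7B02G341200 (adjusted p = 0.0126 by limma, and 0.00546 with roots and shoots of the same number and treatment as a block).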

Three genes encoded glutathione synthase (GSS) were however downregulated in response to salinity stress. Exposure of plants to salt stress may increase the production of reactive oxygen species (ROS) which might lead to cellular damage via protein denaturation, peroxidation of membrane lipids, DNA mutation, pigment breakdown and carbohydrate oxidation (Noctor and Foyer, 1998; Ahmad et al., 2010). To alleviate ROS-destructive effects, plants have evolved ROS-scavenging systems, including regulatory enzymes eg. glutathione transferase (GT), ascorbate peroxidase (APX), catalase (CAT), and nonenzymatic elements (metabolites such as phenolics, glutathione, flavonoids, ascorbic acid, carotenoid). The detoxifying role of these enzymes and antioxidants has been reported to enhance salt tolerance in many plants such as GST in Arabidopsis (Qi et al., 2010), glutathione peroxidase (GPX) in rice (Paiva et al., 2019), phenolic acids in cabbage (Linić et al., 2019), APX, CAT, superoxide dismutase (SOD) and peroxidase (POD) in Tobacco (Li C et al., 2020) and flavonoids in *Ginkgo biloba* (Xu et al., 2020). The significantly enriched pathways in shoots of salt-treated plants included biosynthesis of secondary metabolites, protein processing in endoplasmic reticulum, starch and sucrose metabolism, phenylpropanoid biosynthesis, galactose metabolism and phenylalanine metabolism pathways. Most DEGs in shoots of Najran wheat were related to biosynthesis of secondary metabolites pathway. Secondary metabolites play important roles in plants acclimation to different environmental stresses. In this study, genes associated with phenylpropanoid, galactose metabolism, fatty acid elongation, flavonoid biosynthesis, starch and sucrose metabolism and lignin synthesis pathways were shown to be significantly regulated in shoots under NaCl stress. 

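The deposited tables describe 31 genes as phenylalanine ammonia-lyases. In shoots 29 of them were tested and 6 were DEGs, all 6 down-regulated. All 29 had a lower mean in salt-treated shoots, and 21 of them an unadjusted p under 0.05. With total-count scaling, 4 were DEGs, all 4 down-regulated, and 2 had a higher mean. The 3 DEGs with the smallest adjusted p by limma with Benjamini-Hochberg adjustment were TraesCS2A02G380800, TraesCS2B02G398000 and TraesCS2D02G204700. TraesCS2A02G380800, on chromosome 2A from 624359166 to 624362152, fell from 1648, 1546 and 1605 normalized counts in the controls to 309, 549 and 541 in the salt-treated libraries, a log2 fold change of −1.82 (standard error 0.22, adjusted p = 0.00177). TraesCS2B02G398000 on chromosome 2B had a log2 fold change of −1.44 (adjusted p = 0.00263) and TraesCS2D02G204700 on chromosome 2D one of −1.94 (adjusted p = 0.00416). Their highest adjusted p over all alternatives were 0.0107 for TraesCS2A02G380800, without shoot control replicate 2, and 0.0321 and 0.0545 for the other two, with all 12 libraries in one fit. TraesCS2B02G398000 also passed 0.01 without shoot control replicates 2 and 3 (0.0147 and 0.0139). TraesCS2D02G204700 did so without shoot control replicates 1, 2 and 3 (0.0125, 0.0228 and 0.0198) and shoot salt replicates 1 and 3 (0.0170 and 0.0133). In roots 31 of these genes were tested, 0 were DEGs and 23 had an unadjusted p under 0.05. The difference between the tissues did not pass the threshold for these 3 genes, with differences of 0.85, 0.50 and −0.07 on the log2 scale and adjusted p of 0.237, 0.664 and 0.974.

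Of 3 genes described as cinnamoyl-CoA reductases, 3 were tested in shoots and 2 were DEGs, both down-regulated under every scaling tried. TraesCS3A02G229700, on chromosome 3A from 429542186 to 429546480, fell from 525 ± 94.4 (SD, n = 3) to 128 ± 40.9 normalized counts, a log2 fold change of −2.05 (standard error 0.24, adjusted p = 0.00149 by limma with Benjamini-Hochberg adjustment). TraesCS3B02G259000 on chromosome 3B had a log2 fold change of −1.21 (adjusted p = 0.00237). Its adjusted p rose to 0.0119 without shoot salt replicate 1, the highest over the alternatives, and was 0.0101 and 0.0116 without shoot control replicates 2 and 3, while that of TraesCS3A02G229700 stayed at or under 0.00912. In roots 0 of the 3 were DEGs and 2 had an unadjusted p under 0.05. The differences between the tissues were 0.64 (adjusted p = 0.380) and 1.06 (adjusted p = 0.0392) on the log2 scale by limma. No described gene was a caffeoyl shikimate esterase or a ferulate-5-hydroxylase, and these were not analysed here.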

As an example of the salt-regulated genes in phenylpropanoid biosynthesis there were genes encoding phenylalanine ammonia-lyase (PAL), two isogenes encoding for caffeoyl shikimate esterase (CSE), one isogene encoding for cinnamoyl-CoA reductase (CCR) and one isogene encoding ferulate-5-hydroxylase (CYP84A). All these genes have previously been documented to participate in salt tolerance in (Amirbakhtiar et al., 2021; Kong et al., 2021). In phenylpropanoid biosynthesis, PAL is involved in the first step of synthesizing trans-cinnamate from L-phenylalanine and acts as one of the antioxidative components produced under stress to minimize oxidative damage induced by salt stress (Gholizadeh and Kohnehrouz, 2010). The final products in this metabolic pathway are lignin components, including syringyl lignin, 5-hydroxy-guaiacyl-lignin and guaiacyl lignin. It is widely known that plants synthesize lignin to maintain the structural integrity of cell wall and the rigidity of the stem helping the plants to cope with various environmental stresses (Rao et al., 2017). More recent work highlighted the important regulatory role of NAC transcription factor (AgNAC1) in lignin biosynthesis which ultimately enhances salt tolerance in *Arabidopsis thaliana* plants (Duan et al., 2020). 

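The deposited tables describe 13 genes as NAC domain or NAC transcription factors. In roots 13 were tested and 1 was a DEG, TraesCS5A02G143200 on chromosome 5A from 317246617 to 317248367. It fell from 568 ± 225 (SD, n = 3) to 107 ± 17.8 normalized counts, a log2 fold change of −2.34 (standard error 0.31, adjusted p = 0.00558 by limma with Benjamini-Hochberg adjustment). Its adjusted p ran from 0.000872 to 0.0403 over the alternatives. It was 0.0171, 0.0403 and 0.0122 without root control replicates 1, 2 and 3 and 0.0159 and 0.0119 without root salt replicates 1 and 2. At an adjusted p under 0.05 without a fold change threshold, 4 of these genes were down-regulated in roots. In shoots 11 were tested and 1 was a DEG, TraesCS5B02G054200 on chromosome 5B from 59165228 to 59170277, described as NAC transcription factor 6A. It rose from 76.7 ± 13.7 (SD, n = 3) to 187 ± 36.8 normalized counts, a log2 fold change of 1.27 (standard error 0.23, adjusted p = 0.0085 by limma with Benjamini-Hochberg adjustment). Its adjusted p ran from 0.00303 to 0.0373 over the alternatives, and was 0.0114, 0.0356 and 0.0303 without shoot control replicates 1, 2 and 3 and 0.0373 and 0.0333 without shoot salt replicates 1 and 2. The direction of both genes held under every scaling. The difference between the log2 fold changes in roots and shoots was −2.72 for TraesCS5A02G143200 (adjusted p = 0.00961 by limma) and −0.84 for TraesCS5B02G054200 (adjusted p = 0.334 by limma).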

In the present study, one NAC domain-containing gene was significantly up-regulated in wheat shoots and five genes were down-regulated in the roots. Another study conducted on *Betula platyphylla* suggested the positive correlation between overexpression of BpNAC012 and lignin biosynthesis and its crucial role in the tolerance of both salt and osmotic stresses (Hu et al., 2019).

Luo et al. (2019) carried out functional enrichment analysis for DEGs induced under salinity stress in new leaf, old leaf, and root tissues of two wheat varieties, Zhongmai 175 and Xiaoyan 60, they found that metabolic pathways including those for phenylpropanoid biosynthesis, biosynthesis of secondary metabolites, benzoxazinoid biosynthesis and starch and sucrose metabolism were significantly enriched in the three organ types. DEGs under drought were classified into 5 key categories of KEGG pathways in roots (Amirbakhtiar et al., 2019) and leaves (Amirbakhtiar et al., 2021) of Arg wheat cultivar namely metabolism, genetic information processing, environmental information processing, cellular processes and organismal systems. Metabolism in these studies has been reported to have the greatest enrichment, far larger than the other enriched pathways. Similarly, our findings revealed that most DEGs in the roots and shoots were enriched in three main KEGG classes: metabolism, organismal systems and genetic information processing pathways. Among them, the number of DEGs was largest in metabolism category, including 4044 genes involved in different pathways such as biosynthesis of secondary metabolites, amino acid metabolism, carbohydrate metabolism, metabolism of cofactors and vitamins.

Abiotic stresses including salt stress usually result in high accumulation of sugars such as glucose, sucrose and galactose which has a great role in osmoregulation, homeostasis, stabilization of protein structure and carbon storage (Singh et al., 2015; Sami et al., 2016). Darko et al. (2019) investigated the content of different metabolites in wheat seedlings and found that plants exposed to NaCl exhibited higher levels of sucrose and galactose in root and shoot tissues, suggesting the participation of L-galactose in ascorbic acid pathway. Ascorbic acid has been shown to protect plants from stress-induced oxidative damage, acting as an antioxidant, and to enhance the growth and development of plants (Zhang et al., 2015). 

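The deposited tables describe 2 genes as invertases, both alkaline/neutral invertase E, and the 2 were tested in both tissues. In each tissue 0 of the 2 were DEGs and 0 had an unadjusted p under 0.05. The authors' deposited tables for salt also list 0 of the 2, so neither can be the regulated gene that the paper names. The log2 fold changes of TraesCS2A02G292900 were 0.13 in roots and 0.28 in shoots, and those of TraesCS2B02G309800 were −0.03 and 0.18, with both genes named after their values were seen. In roots, the mean of TraesCS2B02G309800 was lower in the salt-treated libraries as normalized by the authors, and no invertase gene had a lower mean with total-count scaling or quantile normalization.

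Another 4 genes were described as raffinose synthases or galactinol-sucrose galactosyltransferases. In roots 4 were tested and 2 were DEGs, both down-regulated under every scaling. TraesCS7A02G236500, on chromosome 7A from 209693821 to 209698303, fell from 725 ± 80.6 (SD, n = 3) to 249 ± 32.7 normalized counts, a log2 fold change of −1.54 (standard error 0.18, adjusted p = 0.00343 by limma with Benjamini-Hochberg adjustment). TraesCS7A02G134100, a raffinose synthase gene on chromosome 7A from 85911103 to 85915219, fell from 430.2 ± 36.6 (SD, n = 3) to 166 ± 24.8 normalized counts, a log2 fold change of −1.37 (adjusted p = 0.00524 by limma with Benjamini-Hochberg adjustment). The adjusted p of TraesCS7A02G236500 was 0.0166, 0.0300 and 0.0171 without root control replicates 1, 2 and 3. That of TraesCS7A02G134100 was 0.0256, 0.0400 and 0.0215 without the same libraries and 0.0188 without root salt replicate 1. The values without root control replicate 2 were the highest over the alternatives. In shoots 1 of 4 was a DEG, TraesCS7B02G134600 on chromosome 7B from 164585536 to 164590079, which rose from 131 ± 24.1 (SD, n = 3) to 336 ± 82.4 normalized counts. Its log2 fold change was 1.34 (adjusted p = 0.00672 by limma with Benjamini-Hochberg adjustment), and the adjusted p ran from 0.00195 to 0.0314 over the alternatives. It was 0.0209, 0.0314 and 0.0129 without shoot control replicates 1, 2 and 3 and 0.0278 and 0.0221 without shoot salt replicates 1 and 2. The differences between the tissues were −1.21 (adjusted p = 0.0145), −2.17 (adjusted p = 0.00249) and −1.19 (adjusted p = 0.0373) on the log2 scale for the 3 genes in this order. With roots and shoots of the same number and treatment as a block the first was 0.00750 by limma with Benjamini-Hochberg adjustment.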

The results obtained in this study confirm these findings where two genes involved in galactose metabolism, and which encode beta-fructofuranosidase (INV) and raffinose synthase were identified to be regulated in the roots and shoots of Najran wheat under NaCl stress.

## 5 Conclusions

This investigation used RNA sequencing to profile salt-induced changes in the transcriptome of roots and shoots of a salt-tolerant wheat, the Najran Cultivar from Saudi Arabia. Previous studies used the same approach to study changes in the transcriptome of roots or shoots of different wheat plants under salt-stress or water-stress, to our knowledge no previous study analyzed these changes simultaneously in roots and shoots of same wheat plants. Our results, show that roots respond to a higher extent than shoots to salt-stress and that salt-stress induces organ specific responses as well as responses that are common to roots and shoots. These results suggest that an efficient attempt to improve tolerance to salt-stress should consider starting with optimizing antioxidants responses including the production of glutathione and phenolics particularly phenylpropanoids as well as galactose metabolism in roots and shoots. 

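The ratio of root to shoot DEGs called by limma was 0.658. Over the 38669 genes tested in both tissues, the median absolute log2 fold change was 0.40 in roots and 0.35 in shoots, and 7023 genes in roots and 5290 in shoots changed by at least 1 on the log2 scale. The median residual standard deviation between libraries of the same group was 0.32 in roots and 0.28 in shoots. The ratio was 1.73 with all 12 libraries in one fit, where both tissues share one estimate of the spread. It was 1.67 with weights for libraries and 1.17 at an adjusted p threshold of 0.05. With the replicate number as a block it was 0.117, and the other settings that keep all libraries gave 0.571 to 0.75. Leaving out 1 library gave ratios from 0 without root control replicate 2, where roots had 0 DEGs and 9967 genes at an unadjusted p under 0.05, to 1.78 without shoot control replicate 2. It was 1.07 without root salt replicate 3 and 1.08 without shoot salt replicate 3.

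The difference between the log2 fold changes of roots and shoots passed the threshold for 1097 of 51487 genes tested by limma over all 12 libraries. The log2 fold change was higher in roots for 476 of them and lower for 621, and 857 of the 1097 changed in opposite directions in the 2 tissues. In 253 genes both of the opposite changes were at least 1 on the log2 scale. That fit had no block. With roots and shoots of the same number and treatment as a block 1748 genes passed, among them all 1097, and the paper describes the roots and shoots as parts of the same plants, without tying plants to numbers. At an adjusted p threshold of 0.05 the number was 3078. It was 704, 453 and 670 without root control replicates 1, 2 and 3, 721, 599 and 643 without shoot control replicates 1, 2 and 3, 728 and 1727 without root salt replicates 1 and 3, and 592 and 544 without shoot salt replicates 1 and 2. From its results, the paper concludes that roots respond to salt more than shoots and that some of the responses are specific to an organ while others are common to both.

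**Figure D4:**
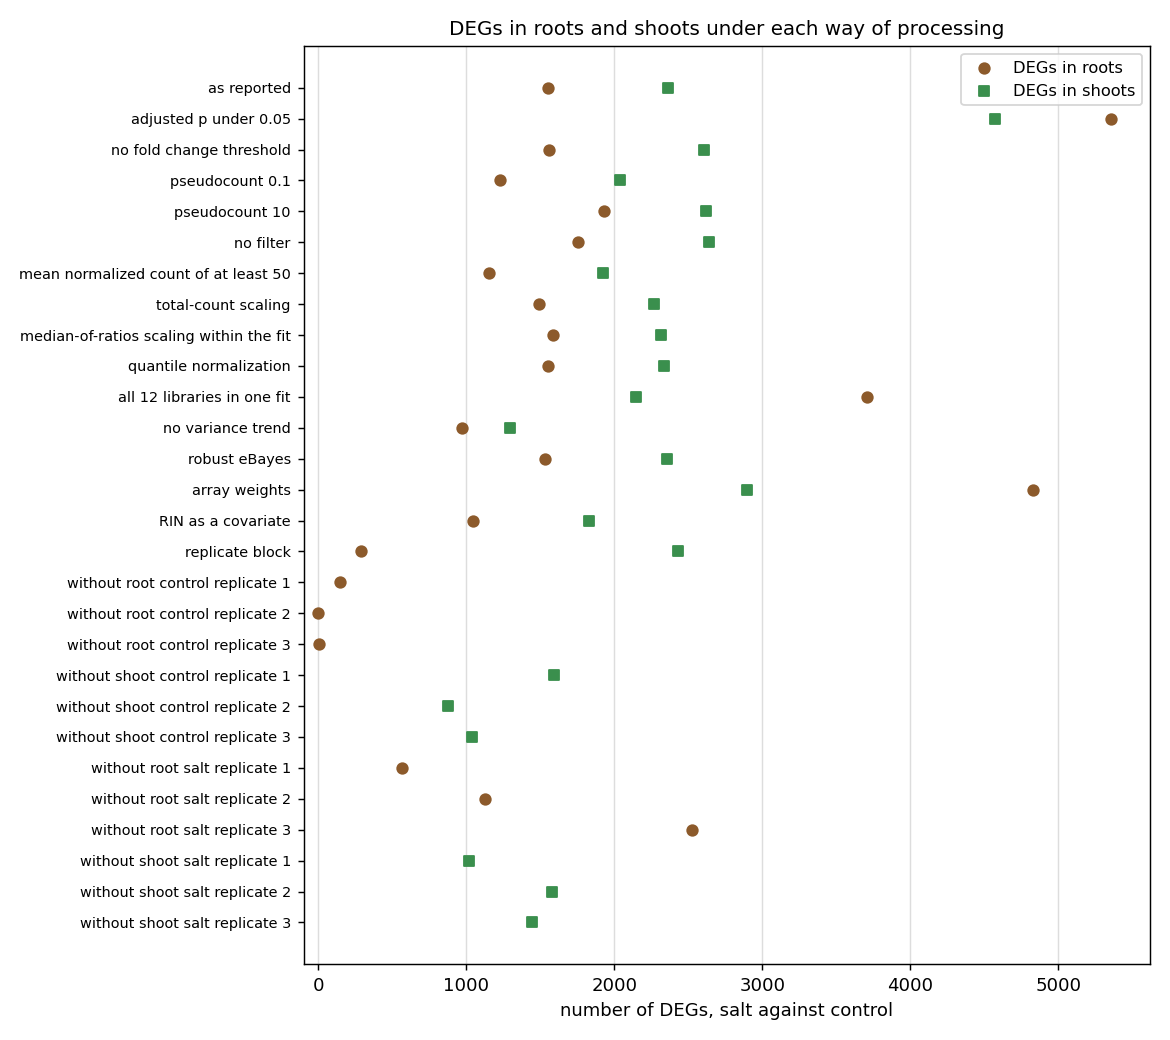
Number of DEGs in roots (brown circles) and in shoots (green squares) for each way of processing the same libraries. Roots have fewer DEGs than shoots as processed here (1553 and 2359), and more at an adjusted p threshold of 0.05 (5354 and 4572) and with all 12 libraries in one fit (3708 and 2147).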

A transcriptomic approach such as the one used in this work is vital to map the global changes induced by salt-stress to the cellular functions and metabolic pathways. This needs however to be complemented with detailed expression- and functional analysis of key genes of these functions and pathways to inform an integrated and efficient approach to improve salt-tolerance in wheat and potentially other plant species.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

These two authors contributed equally to this work and share first authorship, the inception of the project was made by TT, the two authors contributed to the design and implementation of the experiments as well as the analysis and interpretation of the results. NA wrote the first draft of the manuscript which was revised into its final version by TT. The two authors agree to be accountable for the content of the work. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Comparative transcriptomic profiling reveals differentially expressed genes and important related metabolic pathways in shoots and roots of a Saudi wheat cultivar (Najran) under salinity stress
**Source:** Front Plant Sci. 2023 Jul 28;14:1225541. doi: 10.3389/fpls.2023.1225541
**Supplement:** Supplementary file 1

Supplementary Material

**Comparative Transcriptomic Profiling Reveals Differentially Expressed Genes and Important Related Metabolic Pathways in a Saudi Wheat Cultivar (Najran) under Salinity Stress**

**Norah Alyahya^1,2^, Tahar Taybi^1^***

# Supplementary Figures and Tables

## Supplementary Figures

Figure S1: RNA-Seq data analysis workflow.

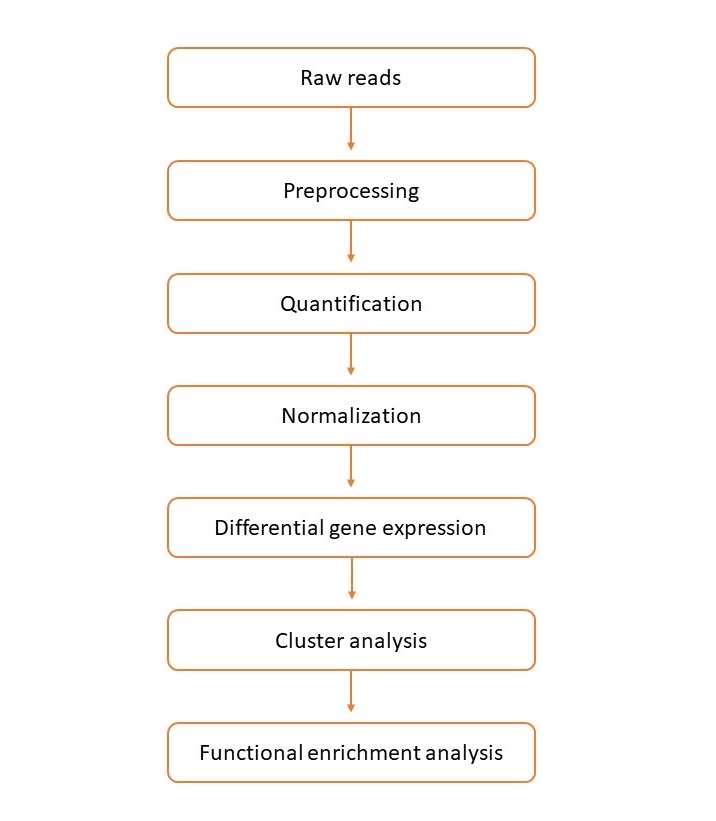

Figure S1. Workflow of RNA-seq data analysis in roots and shoots of Najran Wheat under salt-stress.

**
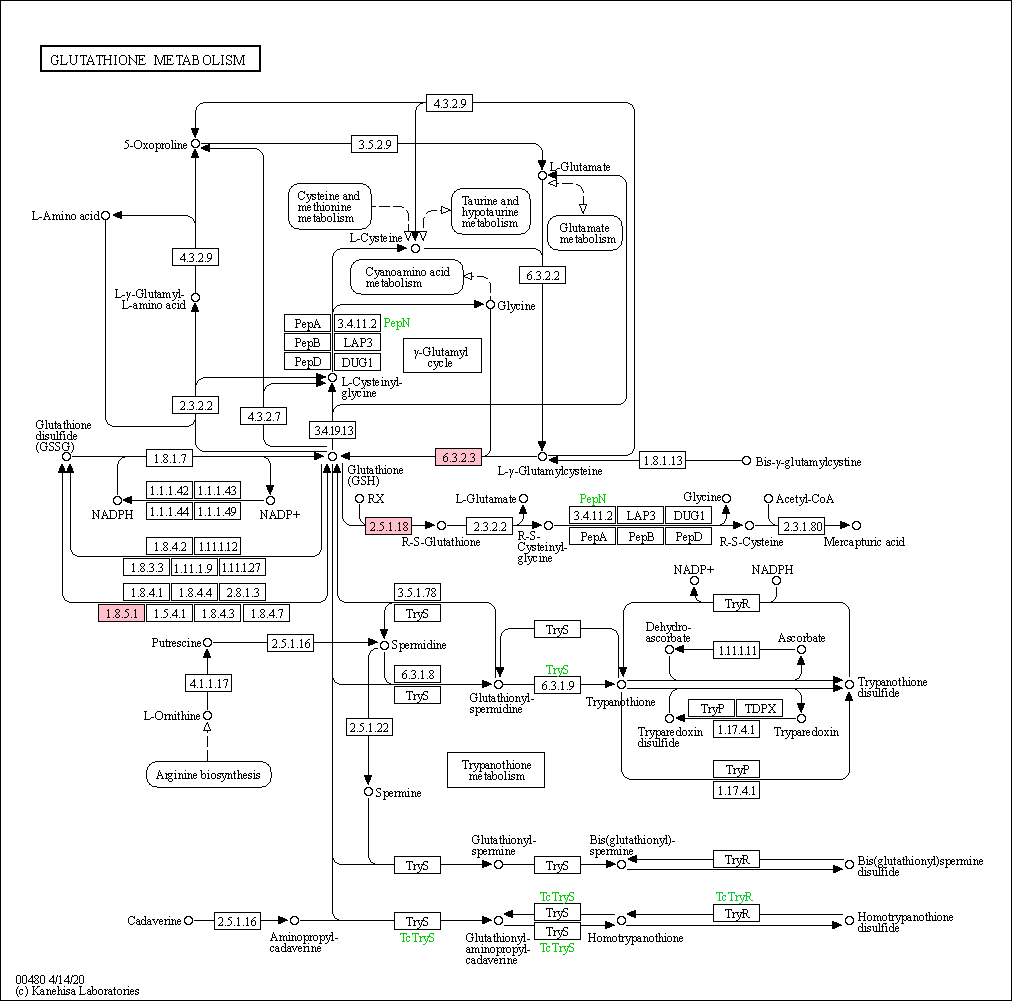
**

Figure S2: KEGG map of glutathione pathway regulated in the root of Najran wheat (*Triticum aestivum*) under salt stress conditions.

**
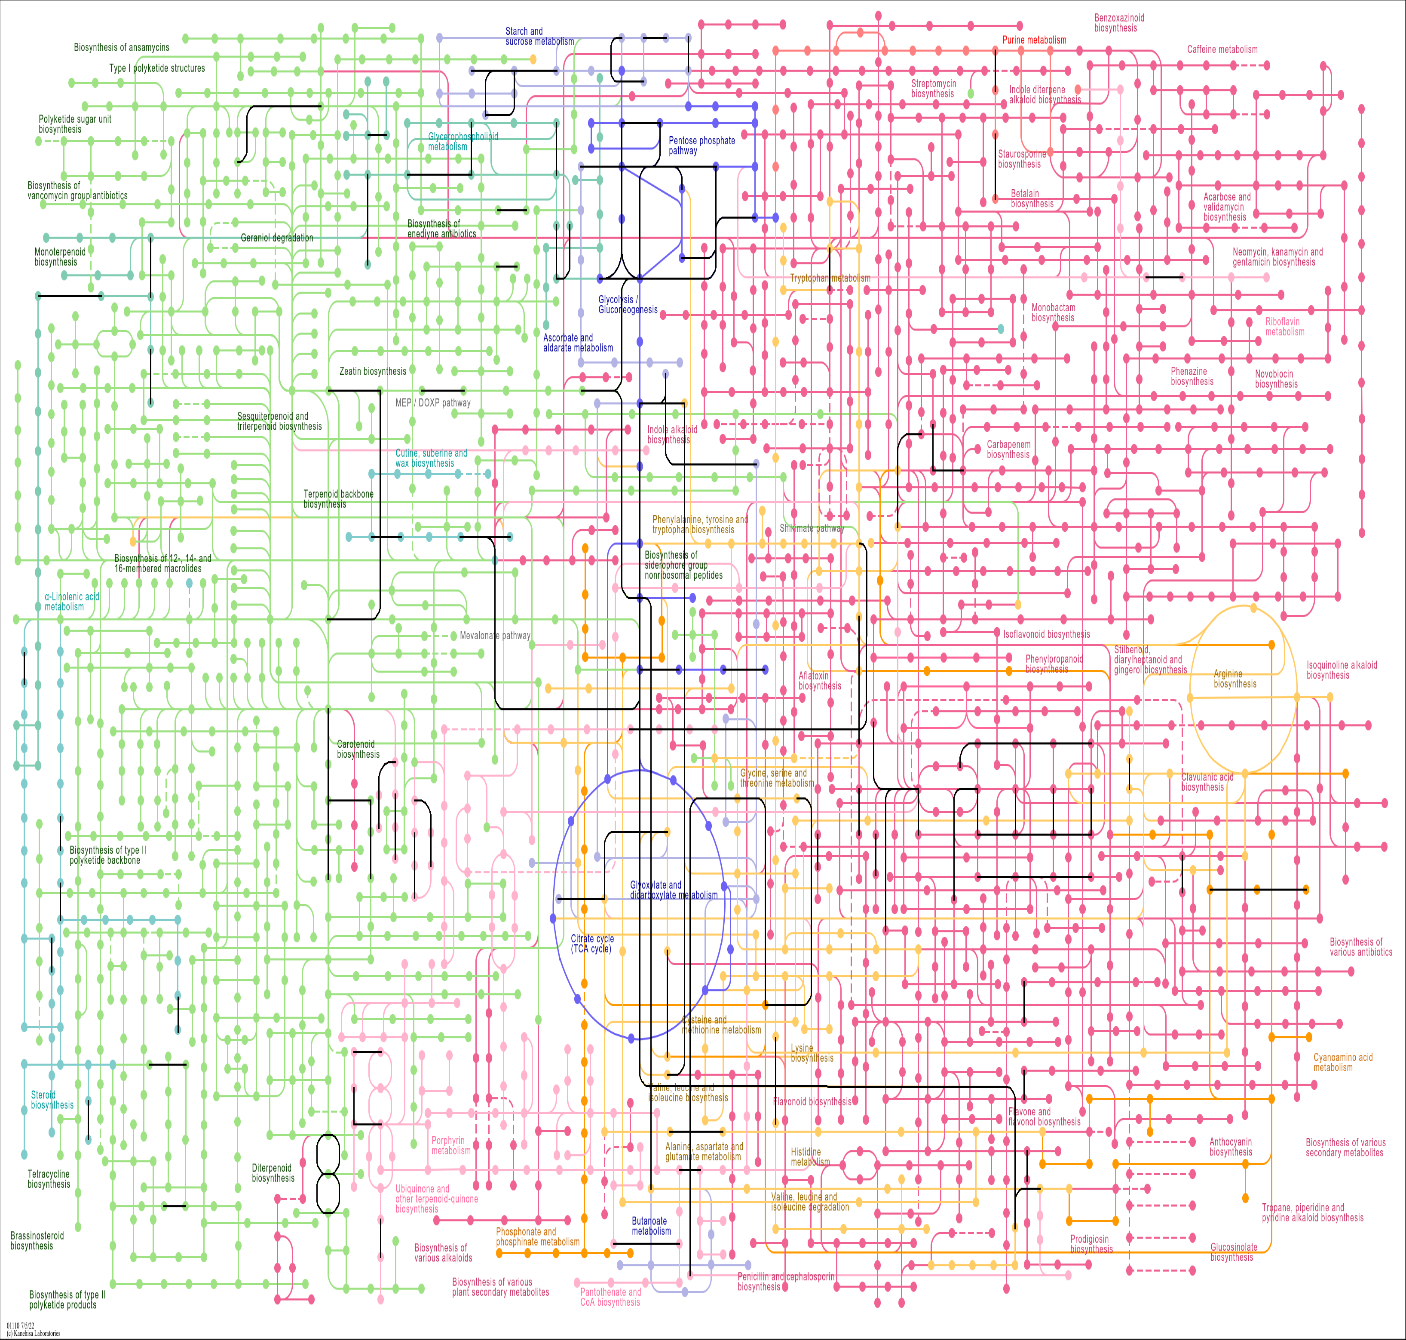
**

Figure S3: KEGG map of biosynthesis of secondary metabolites pathway regulated in the shoot of Najran wheat (*Triticum aestivum*) under salt stress conditions.

**
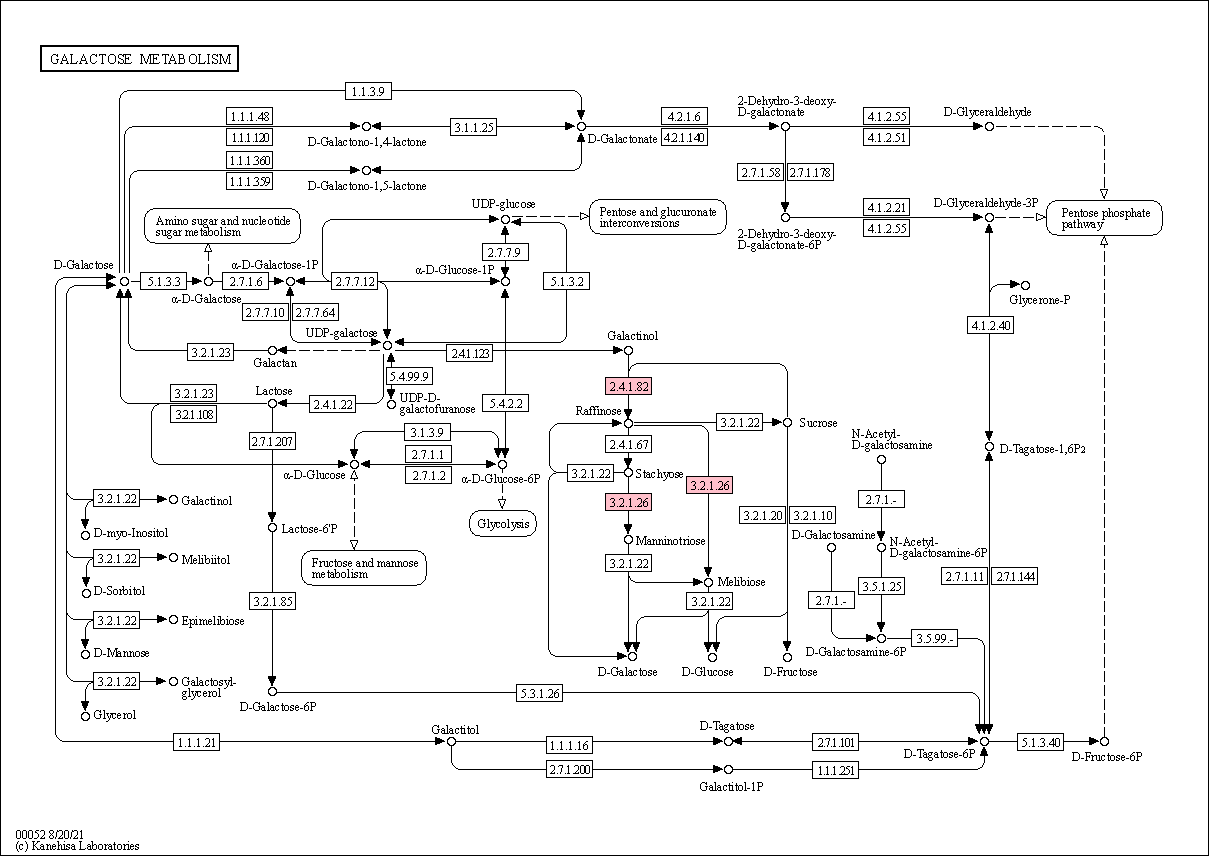
**

Figure S4: KEGG map of galactose pathway regulated in the root and shoot of Najran wheat (*Triticum aestivum*) under salt stress conditions.

## Supplementary Tables

Table S1. The eight DEGs randomly selected for the RT-qPCR

| **Gene ID** | **Gene name** | **Description** | **Log2 fold change (Root)** | **Log2 fold change (Shoot)** |
| --- | --- | --- | --- | --- |
| TraesCS2A02G033700 | Hsp90.1-A1 | Heat shock protein 90 [Source:UniProtKB/TrEMBL%3BAcc:F4Y589] | 5.07376836 | 7.365718292 |
| TraesCS4A02G431400 | *N/A* | Dirigent protein [Source:UniProtKB/TrEMBL%3BAcc:A0A1D5WYI3] | 4.987534773 | 7.024568308 |
| TraesCS3B02G395900 | TRAES_3BF065800020CFD_c1 | Delta-1-pyrroline-5-carboxylate synthase [Source:UniProtKB/TrEMBL%3BAcc:A0A077RXE4] | 1.542868089 | 4.129638563 |
| TraesCS5A02G348400 | *N/A* | Flavin-containing monooxygenase [Source:UniProtKB/TrEMBL%3BAcc:A0A1D5YP16] | 5.106458059 | 3.346230427 |
| TraesCS5B02G217500 | *N/A* | Glutamate receptor [Source:UniProtKB/TrEMBL%3BAcc:A0A1D5ZBQ4] | -1.6837149 | -2.820227478 |
| TraesCS2B02G333600 | *N/A* | Lipoxygenase [Source:UniProtKB/TrEMBL%3BAcc:A0A1D5U5U4] | -1.771863296 | -1.892795301 |
| TraesCS6A02G009100 | *N/A* | Bidirectional sugar transporter SWEET [Source:UniProtKB/TrEMBL%3BAcc:W5GC93] | 1.147319828 | -4.77364506 |
| TraesCS1B02G381500 | Wrab18 | ABA inducible protein [Source:UniProtKB/TrEMBL%3BAcc:Q7XAP5] | -1.189341477 | 5.395800134 |

Table S2. Oligonucleotide primers used in RT-qPCR confirmation.

| **Gene ID** | **Annotation** | **Primer Name** | **Primer Sequence (5’→3’)** |
| --- | --- | --- | --- |
| TraesCS2A02G033700  TraesCS4A02G431400  TraesCS3B02G395900  TraesCS5A02G348400  TraesCS5B02G217500  TraesCS2B02G333600  TraesCS6A02G009100  TraesCS1B02G381500  CJ705892  (Reference gene)  (Dudziak, 2020) | *TaHsp90.1-A1*  *TaDip*  *TaTRAES_3BF065800020CFD_c1*  *TaFCM*  *TaGLR*  *TaLIPX*  *TaBiSTS*  *TaWrab18*  *TaCJ70* | Hsp90.1-A1-**F**  Hsp90.1-A1-**R**  Dip**-F**  Dip-**R**  TRAES**-F**  TRAES**-R**  FCM**-F**  FCM**-R**  GLR-**F**  GLR-**R**  LIPX-**F**  LIPX-**R**  BiSTS**-F**  BiSTS**-R**  Wrab18**-F**  Wrab18-**R**  CJ70**-F**  CJ70**-R** | GCAGTGTCGTGTCTGTCCAT TCCCTCCGTTCTCACATCTC  TTCAGTATTCGACCGTGCTG  AGGCATAAACAACGGGACAC TCTCTCTGTGCGAGGAATGA  AGCATAGATGTACCGATGCAA  CAGAAACATTGCCATTCCAG  GGAGGACCGGTAACAAGAGT CGATGACGATGACGATGAAT  GCACCGACTGAGACTTCTGAC  GGGAATTTTTCAGCCTCGAT GATTCGGCCTTCGTAGTGAA GCAGTCATGCGTTCATGC AAAATAACTGGCTCGAGCATC  CATGCGTCCAATCTTGCTAA CATTACAGAACCGGACACGA  GCCTCAGTGGTAGGAGCATT  TTCAGCAAATGCGGTGGTTG |

Table S3. The significantly enriched pathways of identified DEGs in both root and shoot of *Triticum aestivum* cultivar (Najran) under control and salinity stress conditions.

|  | **Enriched KEGG Pathways** | **Main pathway** | **Pathway ID** | **Observed Significant Genes** | **Expected Significant Genes** |
| --- | --- | --- | --- | --- | --- |
| Salt treated root vs control root | Glutathione metabolism | Amino acid metabolism | path:taes00480 | 54 | 35 |
|  | Thiamine metabolism | Metabolism of cofactors and vitamins | path:taes00730 | 8 | 2 |
|  | Galactose metabolism | Carbohydrate metabolism | path:taes00052 | 28 | 14 |
| Salt treated Shoot vs Control Shoot | Phenylalanine metabolism | Amino acid metabolism | path:taes00360 | 18 | 8 |
|  | Phenylpropanoid biosynthesis | Biosynthesis of other  secondary metabolites | path:taes00940 | 26 | 12 |
|  | Biosynthesis of secondary metabolites |  | path:taes01110 | 130 | 96 |
|  | Starch and sucrose metabolism | Carbohydrate metabolism | path:taes00500 | 32 | 16 |
|  | Galactose metabolism |  | path:taes00052 | 24 | 9 |
|  | Protein processing in endoplasmic reticulum - | Genetic Information Processing; Folding, sorting and degradation | path:taes04141 | 43 | 20 |

Table S4. Most commonly identified KEGG pathways obtained from DEGs in roots and shoots of Najran Wheat under salt-stress.

| **Enriched KEGG Pathways** | **Pathway ID** | **Salt treated Root vs Control Root** | **Salt treated Shoot vs Control Shoot** |
| --- | --- | --- | --- |
| Glutathione metabolism | taes00480 | ✓ |  |
| Thiamine metabolism | taes00730 | ✓ |  |
| Galactose metabolism | taes00052 | ✓ | ✓ |
| Phenylalanine metabolism | taes00360 |  | ✓ |
| Phenylpropanoid biosynthesis | taes00940 |  | ✓ |
| Biosynthesis of secondary metabolites | taes01110 |  | ✓ |
| Starch and sucrose metabolism | taes00500 |  | ✓ |
| Protein processing in endoplasmic reticulum - | taes04141 |  | ✓ |

# Supplementary material for: Comparative transcriptomic profiling reveals differentially expressed genes and important related metabolic pathways in shoots and roots of a Saudi wheat cultivar (Najran) under salinity stress
**Source:** Front Plant Sci. 2023 Jul 28;14:1225541. doi: 10.3389/fpls.2023.1225541
**Supplement:** Supplementary file 2

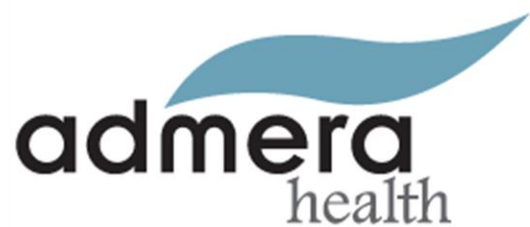

## Initial QC Report

Customer Name

Tahar Taybi

Institution/Company

Newcastle University , Biology School of Nature &Env Science

Project ID

21050-01-12-12v1

<sup>†</sup> contact custom-services with Project ID as reference for any questions

## Contents

|                                                    |    |
|----------------------------------------------------|----|
| Sample ID Table & QC Results .....                 | 3  |
| TapeStation Image .....                            | 4  |
| Filename: 21050-01-IQC-TS-01-12-08052021.RNA ..... | 4  |
| Sample QC Process & Guidelines .....               | 18 |
| Sample QC Process .....                            | 18 |
| Sample QC Guidelines .....                         | 18 |

## Sample ID Table & QC Results

| Sample # | Admera Health Sample ID | Customer Sample ID | Sample Type | Sample Volume (ul) | Admera Health Concentration (ng/ul) | Admera Health Total Quantity (ng) | RIN |
|----------|-------------------------|--------------------|-------------|--------------------|-------------------------------------|-----------------------------------|-----|
| 1        | 21050R-01-01V1          | 1                  | RNA         | 20                 | 550.00                              | 11000                             | 7.6 |
| 2        | 21050R-01-02V1          | 2                  | RNA         | 20                 | 610.00                              | 12200                             | 8.1 |
| 3        | 21050R-01-03V1          | 3                  | RNA         | 20                 | 478.00                              | 9560                              | 7.3 |
| 4        | 21050R-01-04V1          | 4                  | RNA         | 20                 | 625.00                              | 12500                             | 6.5 |
| 5        | 21050R-01-05V1          | 5                  | RNA         | 20                 | 347.50                              | 6950                              | 7.7 |
| 6        | 21050R-01-06V1          | 6                  | RNA         | 20                 | 491.50                              | 9830                              | 6.8 |
| 7        | 21050R-01-07V1          | 7                  | RNA         | 20                 | 905.00                              | 18100                             | 7.1 |
| 8        | 21050R-01-08V1          | 8                  | RNA         | 20                 | 715.00                              | 14300                             | 7.9 |
| 9        | 21050R-01-09V1          | 9                  | RNA         | 20                 | 840.00                              | 16800                             | 8.0 |
| 10       | 21050R-01-10V1          | 10                 | RNA         | 20                 | 605.00                              | 12100                             | 6.8 |
| 11       | 21050R-01-11V1          | 11                 | RNA         | 20                 | 277.00                              | 5540                              | 7.9 |
| 12       | 21050R-01-12V1          | 12                 | RNA         | 20                 | 700.00                              | 14000                             | 7.8 |

## TapeStation Image

Filename: 21050-01-IQC-TS-01-12-08052021.RNA

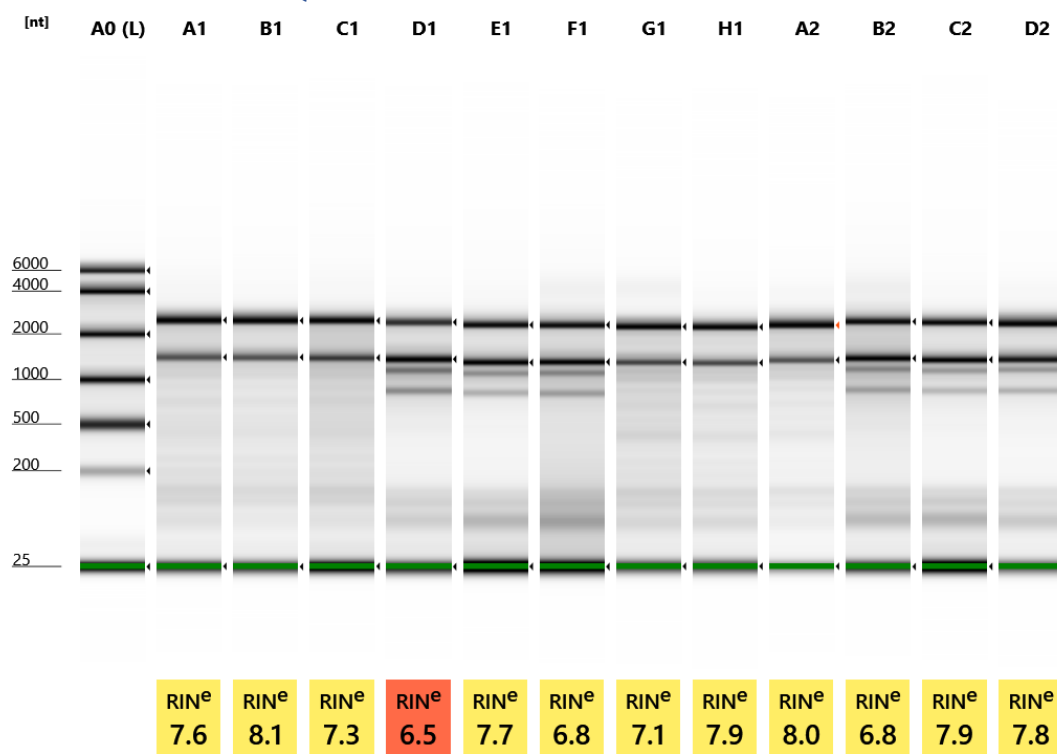

Default image (Contrast 50%), Image is Scaled to Sample

### Sample Info

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| A0   | -                | -              | 84.9          | Electronic Ladder  |       | Ladder       |
| A1   | 7.6              | 1.3            | 87.6          | 21050R-01-01 V1    |       |              |
| B1   | 8.1              | 1.3            | 82.9          | 21050R-01-02 V1    |       |              |
| C1   | 7.3              | 1.1            | 69.7          | 21050R-01-03 V1    |       |              |
| D1   | 6.5              | 0.8            | 84.5          | 21050R-01-04 V1    |       |              |
| E1   | 7.7              | 1.0            | 49.1          | 21050R-01-05 V1    |       |              |
| F1   | 6.8              | 1.0            | 72.1          | 21050R-01-06 V1    |       |              |
| G1   | 7.1              | 1.2            | 98.9          | 21050R-01-07 V1    |       |              |
| H1   | 7.9              | 1.3            | 79.1          | 21050R-01-08 V1    |       |              |
| A2   | 8.0              | 1.4            | 128           | 21050R-01-09 V1    |       |              |
| B2   | 6.8              | 1.0            | 101           | 21050R-01-10 V1    |       |              |
| C2   | 7.9              | 1.0            | 50.8          | 21050R-01-11 V1    |       |              |
| D2   | 7.8              | 1.2            | 98.0          | 21050R-01-12 V1    |       |              |

August 5, 2021

## A0: Electronic Ladder

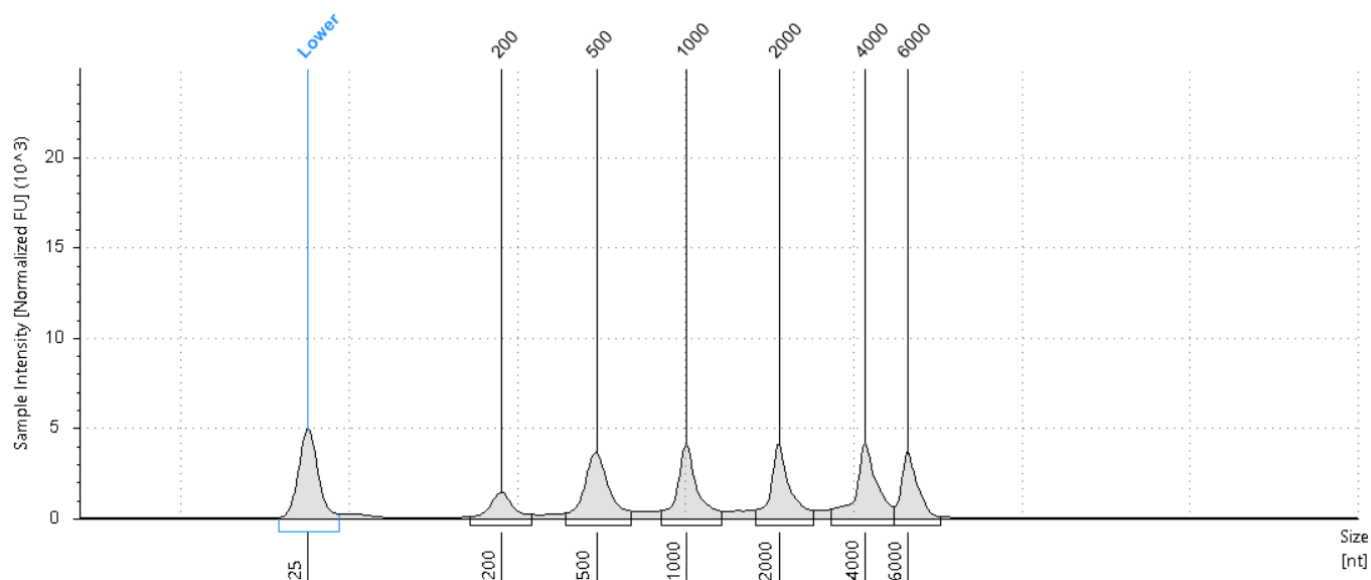

## Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| A0   | -                | -              | 84.9          | Electronic Ladder  |       | Ladder       |

## Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 200       | 5.94                     | -                      | 87.4                   | 7.80              |              |              |
| 500       | 15.9                     | -                      | 93.6                   | 20.88             |              |              |
| 1000      | 14.2                     | -                      | 41.8                   | 18.62             |              |              |
| 2000      | 13.8                     | -                      | 20.3                   | 18.11             |              |              |
| 4000      | 15.5                     | -                      | 11.4                   | 20.38             |              |              |
| 6000      | 10.8                     | -                      | 5.31                   | 14.22             |              |              |

A1: 21050R-01-01 V1

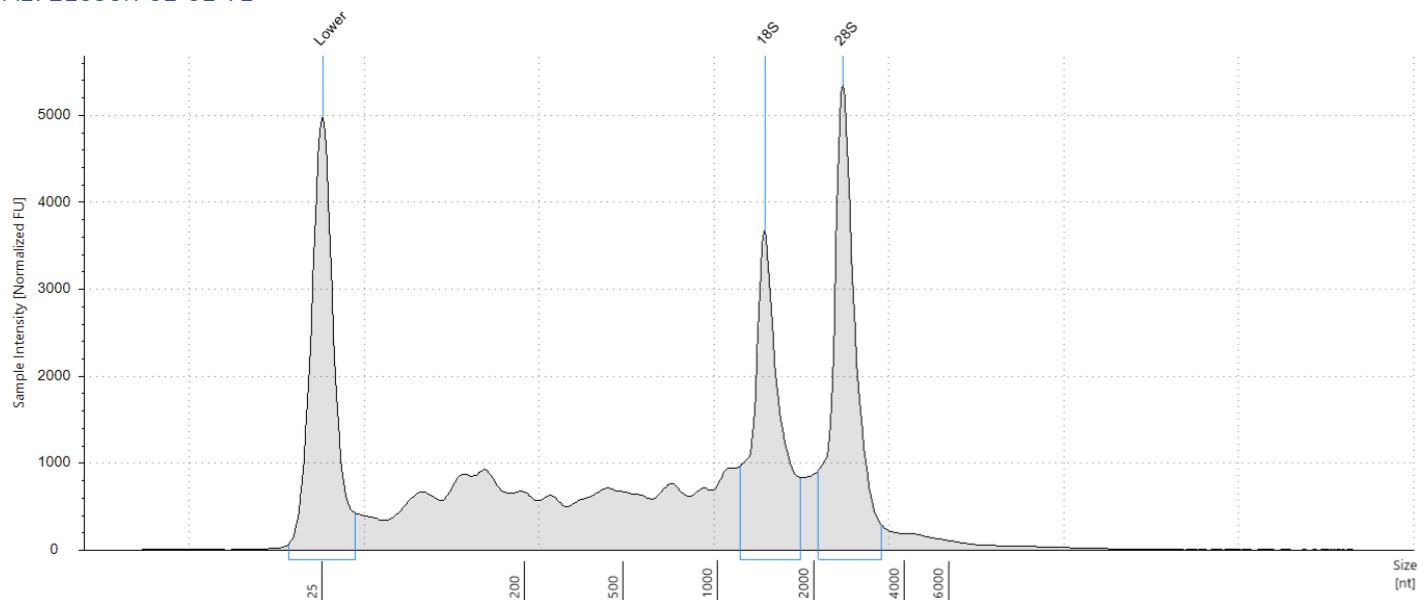

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| A1   | 7.6              | 1.3            | 87.6          | 21050R-01-01 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1404      | 18.1                     | -                      | 37.9                   | 44.32             |              | 18S          |
| 2502      | 22.7                     | -                      | 26.7                   | 55.68             |              | 28S          |

B1: 21050R-01-02 V1

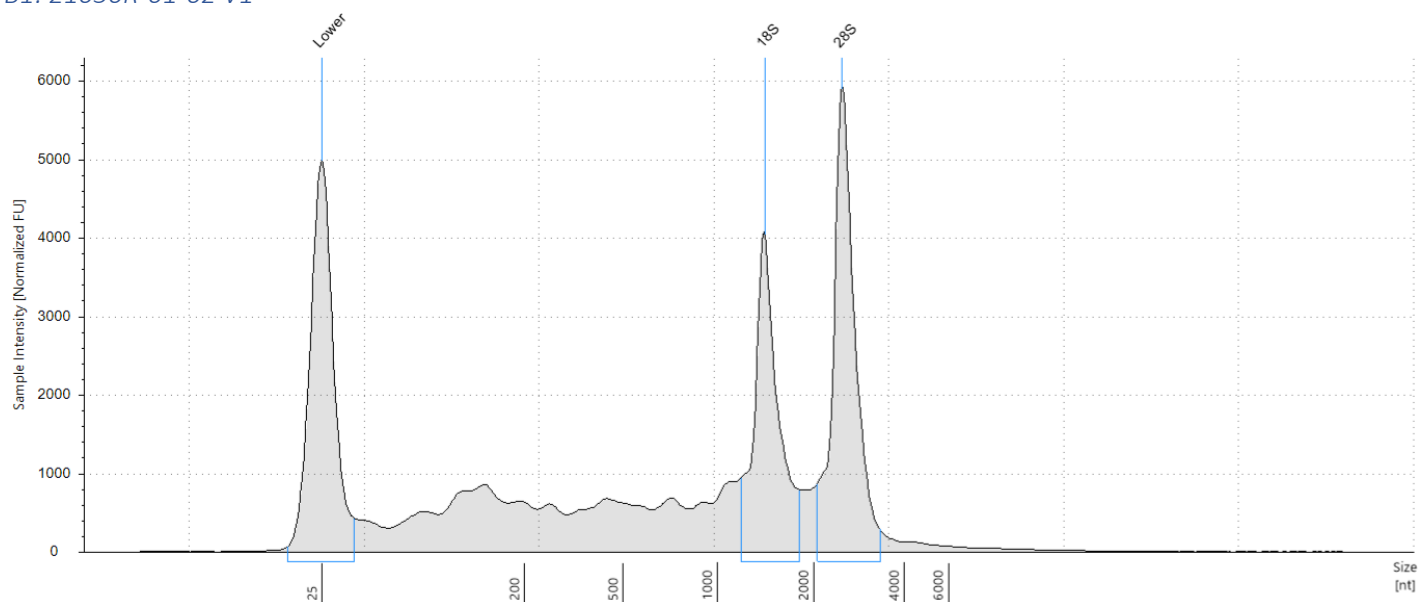

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| B1   | 8.1              | 1.3            | 82.9          | 21050R-01-02 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1408      | 17.8                     | -                      | 37.2                   | 42.68             |              | 18S          |
| 2489      | 23.9                     | -                      | 28.2                   | 57.32             |              | 28S          |

C1: 21050R-01-03 V1

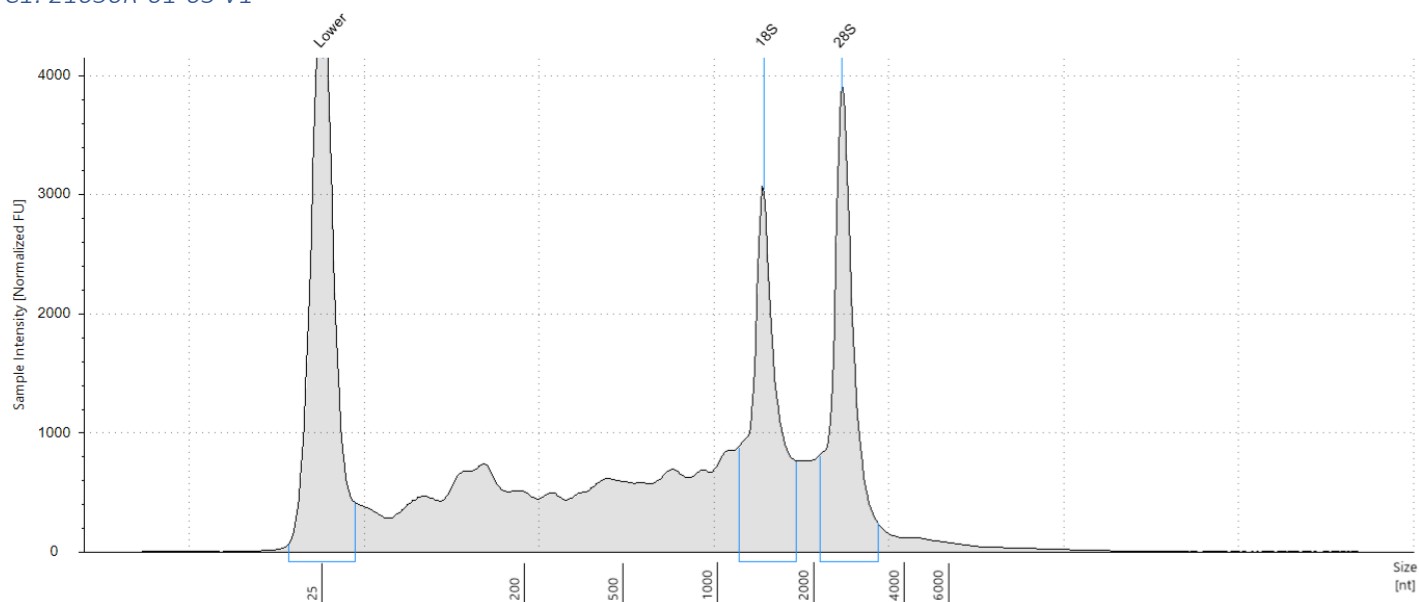

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| C1   | 7.3              | 1.1            | 69.7          | 21050R-01-03 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1392      | 14.2                     | -                      | 30.1                   | 48.23             |              | 18S          |
| 2480      | 15.3                     | -                      | 18.1                   | 51.77             |              | 28S          |

D1: 21050R-01-04 V1

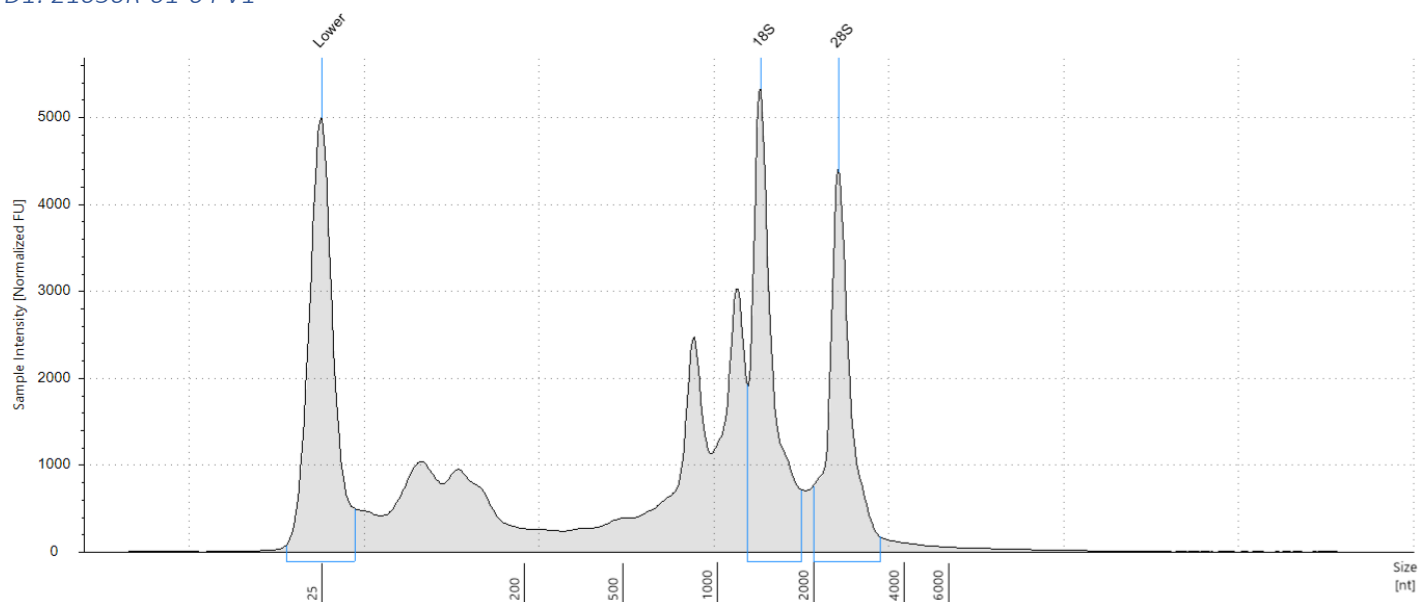

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| D1   | 6.5              | 0.8            | 84.5          | 21050R-01-04 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1364      | 19.8                     | -                      | 42.6                   | 54.37             |              | 18S          |
| 2420      | 16.6                     | -                      | 20.2                   | 45.63             |              | 28S          |

E1: 21050R-01-05 V1

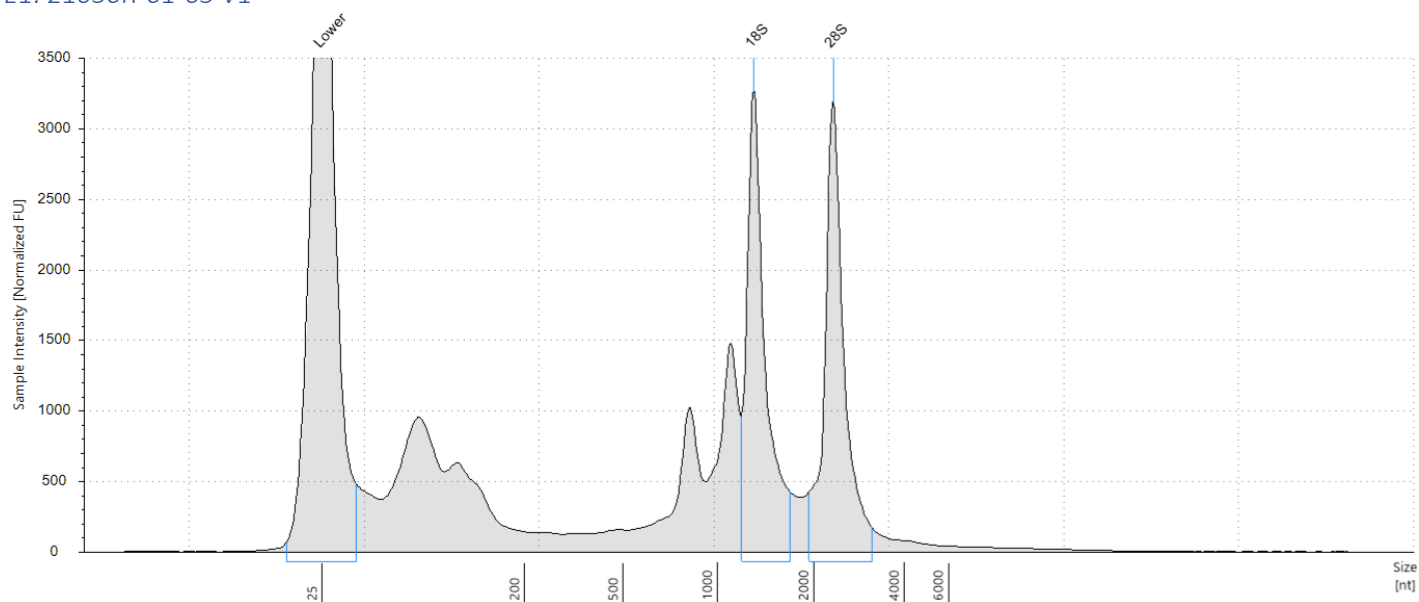

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| E1   | 7.7              | 1.0            | 49.1          | 21050R-01-05 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1296      | 10.8                     | -                      | 24.5                   | 50.13             |              | 18S          |
| 2317      | 10.8                     | -                      | 13.7                   | 49.87             |              | 28S edited   |

F1: 21050R-01-06 V1

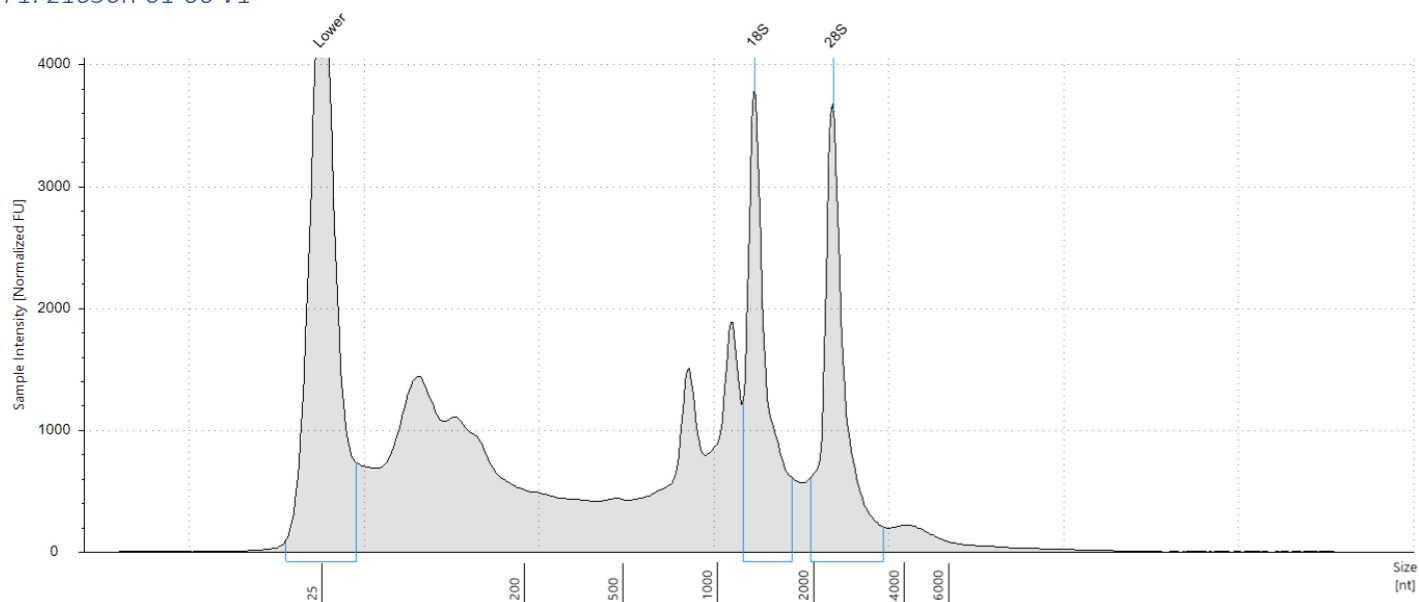

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| F1   | 6.8              | 1.0            | 72.1          | 21050R-01-06 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1309      | 12.2                     | -                      | 27.5                   | 49.79             |              | 18S          |
| 2319      | 12.3                     | -                      | 15.6                   | 50.21             |              | 28S edited   |

G1: 21050R-01-07 V1

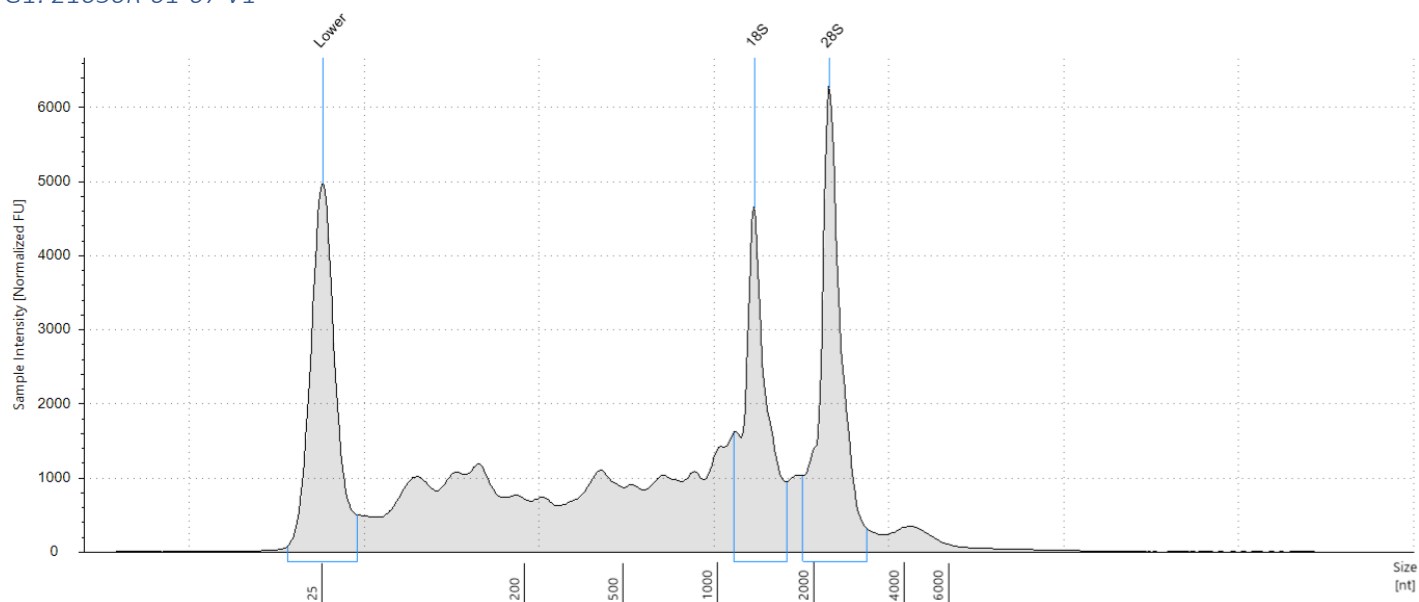

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| G1   | 7.1              | 1.2            | 98.9          | 21050R-01-07 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1298      | 18.6                     | -                      | 42.1                   | 44.65             |              | 18S edited   |
| 2244      | 23.0                     | -                      | 30.2                   | 55.35             |              | 28S edited   |

H1: 21050R-01-08 V1

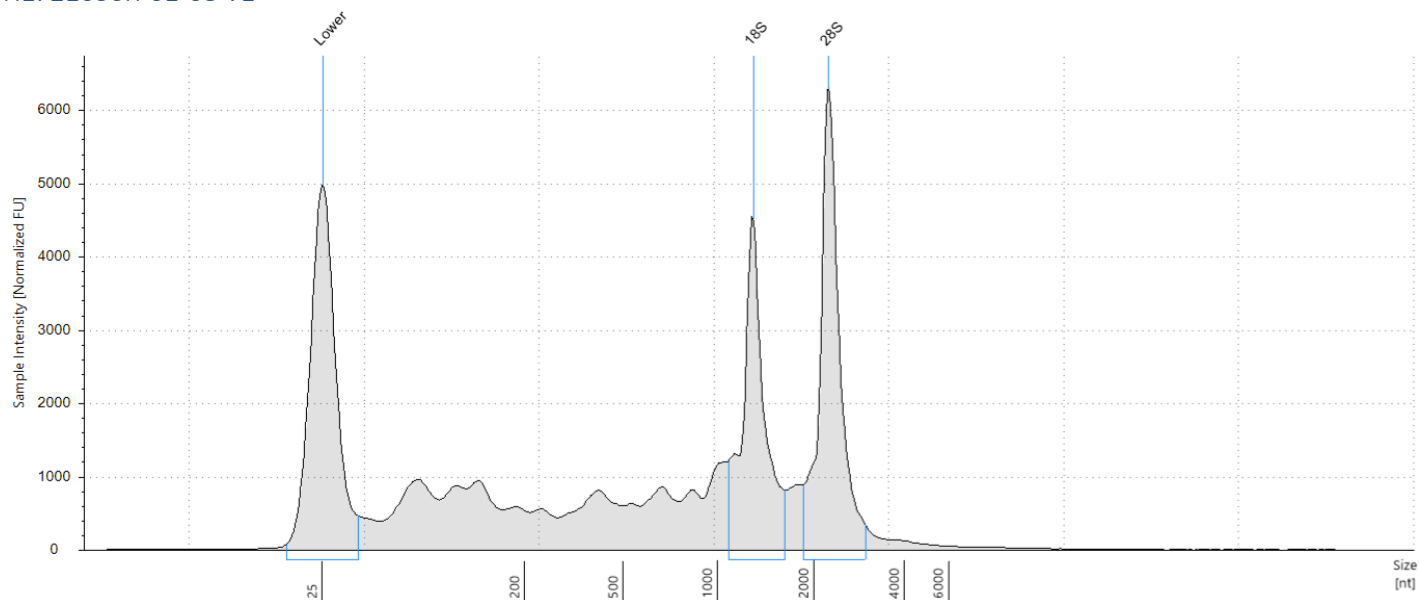

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| H1   | 7.9              | 1.3            | 79.1          | 21050R-01-08 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1289      | 16.5                     | -                      | 37.7                   | 44.30             |              | 18S edited   |
| 2235      | 20.8                     | -                      | 27.4                   | 55.70             |              | 28S edited   |

A2: 21050R-01-09 V1

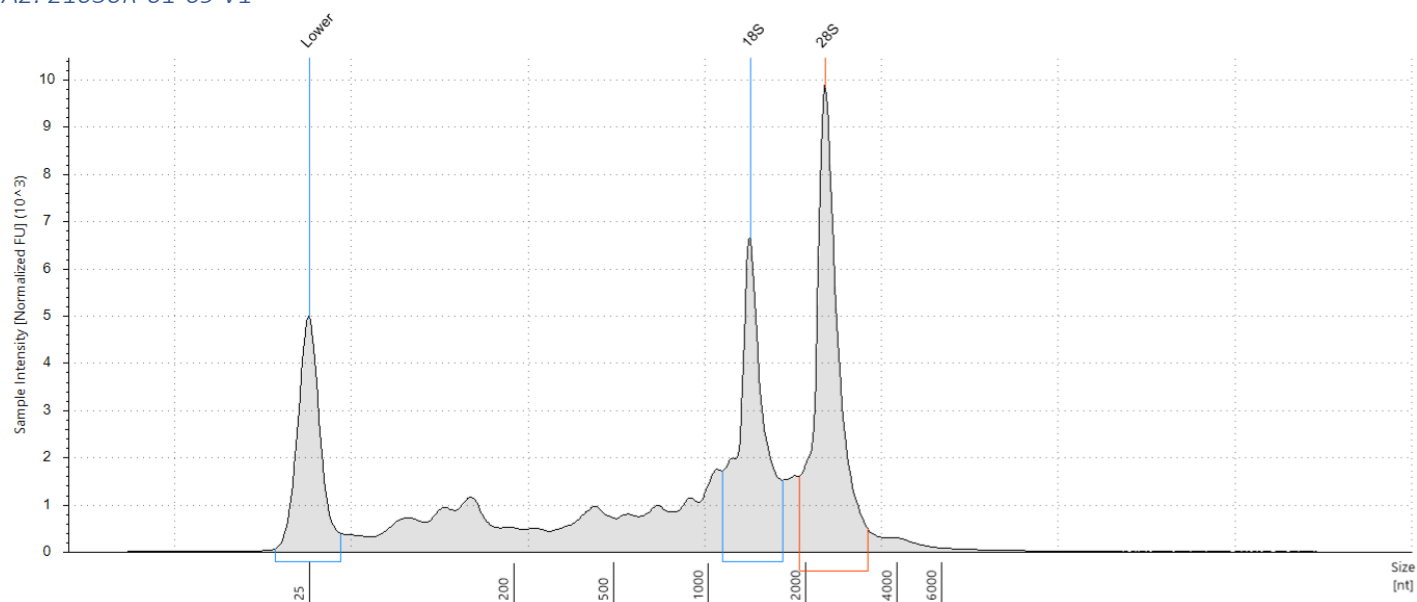

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| A2   | 8.0              | 1.4            | 128           | 21050R-01-09 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1345      | 30.8                     | -                      | 67.4                   | 42.22             |              | 18S edited   |
| 2305      | 42.2                     | -                      | 53.8                   | 57.78             |              | 28S edited   |

B2: 21050R-01-10 V1

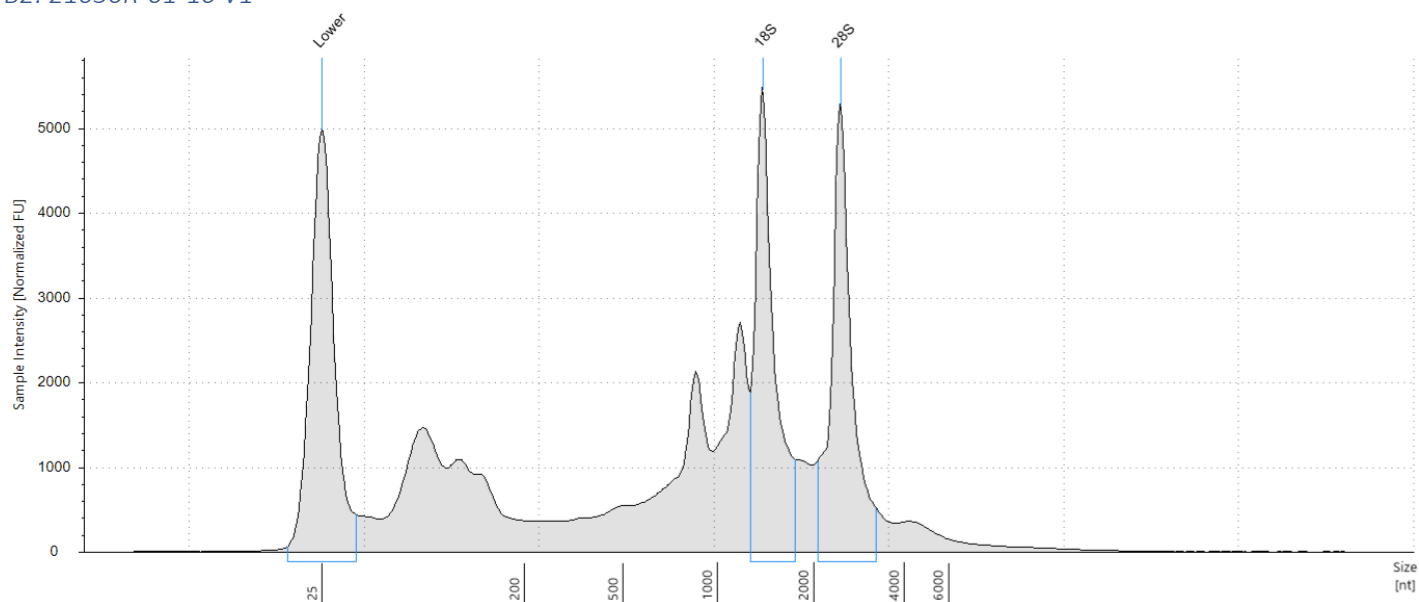

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| B2   | 6.8              | 1.0            | 101           | 21050R-01-10 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1382      | 19.5                     | -                      | 41.4                   | 49.56             |              | 18S          |
| 2448      | 19.8                     | -                      | 23.8                   | 50.44             |              | 28S          |

C2: 21050R-01-11 V1

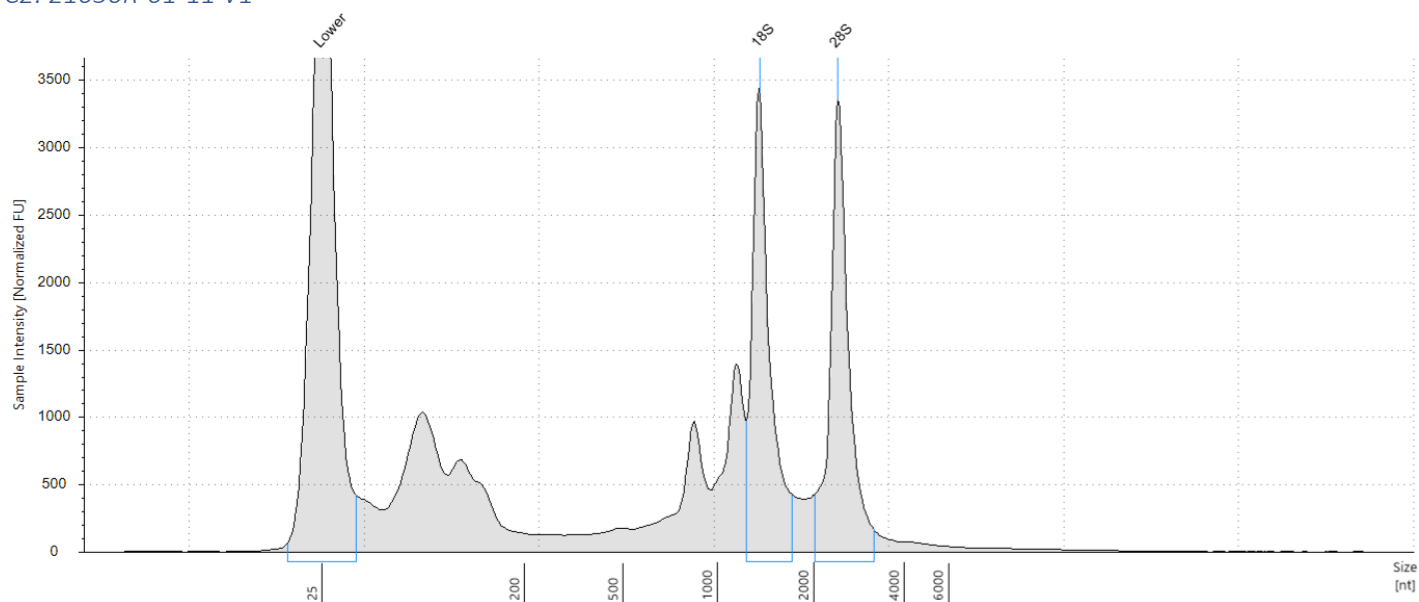

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| C2   | 7.9              | 1.0            | 50.8          | 21050R-01-11 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1354      | 11.2                     | -                      | 24.3                   | 50.07             |              | 18S          |
| 2404      | 11.2                     | -                      | 13.7                   | 49.93             |              | 28S          |

D2: 21050R-01-12 V1

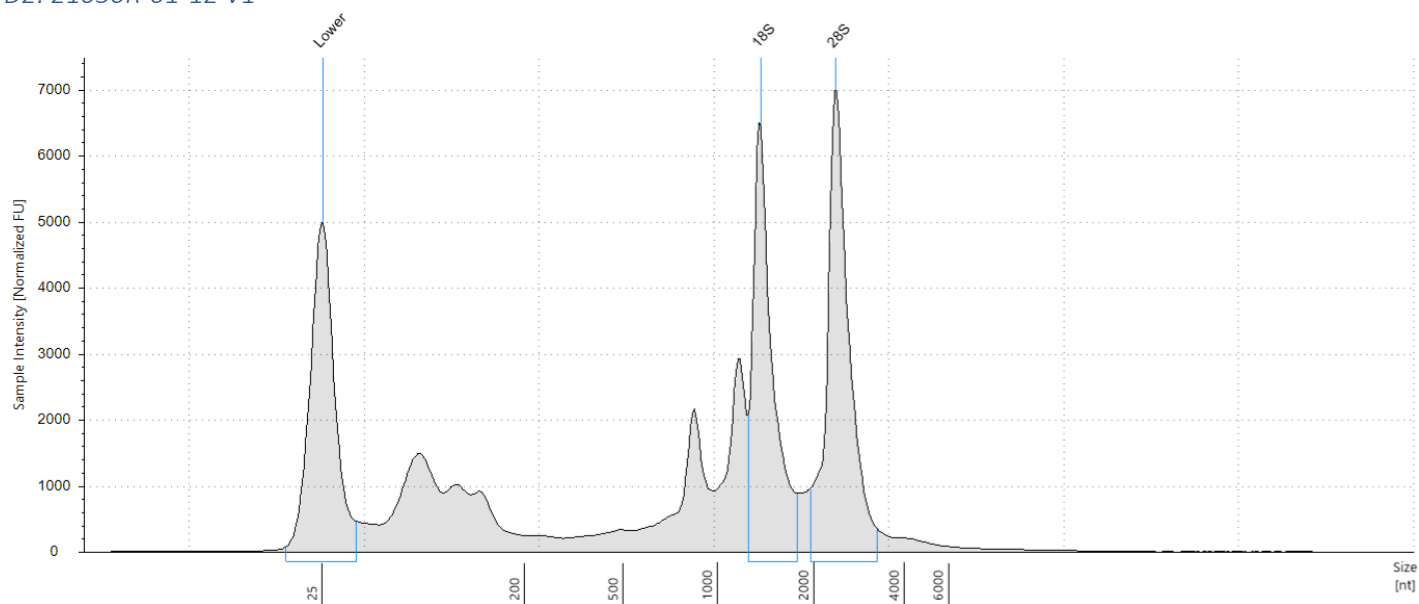

Sample Table

| Well | RIN <sup>e</sup> | 28S/18S (Area) | Conc. [ng/μl] | Sample Description | Alert | Observations |
|------|------------------|----------------|---------------|--------------------|-------|--------------|
| D2   | 7.8              | 1.2            | 98.0          | 21050R-01-12 V1    |       |              |

Peak Table

| Size [nt] | Calibrated Conc. [ng/μl] | Assigned Conc. [ng/μl] | Peak Molarity [nmol/l] | % Integrated Area | Peak Comment | Observations |
|-----------|--------------------------|------------------------|------------------------|-------------------|--------------|--------------|
| 25        | 40.0                     | 40.0                   | 4710                   | -                 |              | Lower Marker |
| 1357      | 22.7                     | -                      | 49.1                   | 45.51             |              | 18S          |
| 2357      | 27.1                     | -                      | 33.9                   | 54.49             |              | 28S          |

## Sample QC Process & Guidelines

### Sample QC Process

Admera Health qualifies samples based on the processes below:

#### DNA Quantity:

Qubit 2.0 DNA HS Assay (Life Technologies, Grand Island, NY)

#### DNA Quality

1% Standard agarose gel and/or Tapestation genomic DNA Assay (Agilent Technologies, CA, USA)

#### RNA Quantity:

Qubit RNA HS assay (ThermoFisher).

#### RNA Quality:

Bioanalyzer 2100 Eukaryote Total RNA Nano (Agilent Technologies, CA, USA)

#### Library Concentration & Quality:

Qubit 2.0 DNA HS Assay (ThermoFisher), QuantStudio<sup>®</sup> 5 System (Applied Biosystems, USA)

Tapestation High Sensitivity D1000 Assay (Agilent Technologies, CA, USA)

### Sample QC Guidelines

| Service                          | Quantity Required*          | Volume                     | Sample Type             |
|----------------------------------|-----------------------------|----------------------------|-------------------------|
| 16s_rRNA_Sequencing              | ≥50 ng                      | ≥ 10 ul                    | gDNA                    |
| 10x_Genomics                     | request for information     | request for information    | request for information |
| ATAC-seq                         | request for information     | request for information    | request for information |
| ChIPseq                          | 50ng (ChIPed); 1 ug (Input) | ≥ 20 ul                    | gDNA                    |
| ddRADseq                         | 1 ug                        | ≥ 20 ul                    | gDNA                    |
| HLA                              | 1 ug                        | ≥ 20 ul                    | gDNA                    |
| ITS1 ITS 2                       | ≥50 ng                      | ≥ 10 ul                    | gDNA                    |
| LiquidGx                         | request for information     | request for information    | request for information |
| Metagenomics                     | 100ng                       | ≥ 20 ul                    | gDNA                    |
| Pacbio                           | 10ug                        | ≥ 20 ul                    | High quality gDNA       |
| RNAseq                           | 1 ug                        | ≥ 20 ul                    | RNA                     |
| Sequencing Only - Hiseq          | 4nM                         | ≥ 10 ul                    | Library                 |
| Sequencing Only - Novaseq        | 3nM                         | ≥ 30 ul                    | Library                 |
| Sequencing Only - Miseq          | 4nM                         | ≥ 10 ul                    | Library                 |
| Sequencing Only - Nextseq        | 4nM                         | ≥ 10 ul                    | Library                 |
| Sequencing Only - Custom Primers | 0.3 uM                      | R1: 5ml; Ind: 4ml; R2: 2ml |                         |
| smRNAseq                         | 1 ug                        | ≥ 20 ul                    | RNA                     |
| qPCR                             | request for information     | request for information    | request for information |
| WES                              | 1 ug                        | ≥ 20 ul                    | gDNA                    |
| WGBS                             | 1 ug                        | ≥ 20 ul                    | gDNA                    |
| WGS                              | 500ng-1ug                   | ≥ 20 ul                    | gDNA                    |
| Amplicon_based                   | 500 ng                      | ≥ 10 ul                    | gDNA                    |

\*if cannot reach, please contact  with your Project ID as reference

How the deposited data were processed for this re-analysis (not part of the article)

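RNA from roots and shoots of Najran wheat plants watered for 4 weeks with 0 or 200 mM NaCl was sequenced in 12 libraries, 3 per tissue and treatment. Each library was assigned to its group by its own label, which names the tissue, the treatment and the replicate. The authors trimmed the reads with Trimmomatic, quantified them with Salmon against the wheat transcripts of Ensembl Plants, summed the estimates to genes with tximport and normalized and tested them with DESeq2. The deposited table of all libraries holds a signal per gene and library, the estimated count divided by a normalization factor of the authors that differs between genes of the same library, and whole reads were not recovered from it. The authors' 4 deposited comparison tables each list only the genes that passed their thresholds. In these deposited tables the mean of the normalized counts is a signal over all 12 libraries, the fold change and its standard error are on the log2 scale, the test statistic is a score, and the p-value and its adjusted value come from the authors' test. Every column of libraries in the deposited table was used.

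The depth of the libraries and their normalized totals are given with the description of the samples in the results. Because the values are estimates without a known counting error, no interval was given for single values, and the precision rests on the 3 libraries of each group. The median standard deviation within a group, over the 38669 genes tested in both tissues, was 0.27 in control roots, 0.30 in salt-treated roots, 0.27 in control shoots and 0.23 in salt-treated shoots on the log2 scale. The RNA integrity numbers used here are those of the sequencing provider's TapeStation report and ran from 6.5 to 8.1, while the minimum of 7.2 in the methods belongs to the authors' own Bioanalyzer measurement.

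Log2(normalized count + 1) was analysed with limma 3.58.1 in R 4.3.3 and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. For each comparison of 2 groups, genes with a normalized count of at least 10 in at least 3 of the 6 libraries were fitted with limma's linear model and empirical Bayes moderation with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds were those of the paper, an adjusted p under 0.01 and an absolute log2 fold change of at least 1. The comparisons were salt-treated against control roots, salt-treated against control shoots, shoots against roots in control plants and shoots against roots in salt-treated plants. The difference between the responses of the tissues was tested in a fit of all 12 libraries with 1 coefficient per group. The procedure was tested on simulated data with 200 changed genes, where at an adjusted p threshold of 0.05 it recovered 52.5% of the changed genes in roots and 73.0% in shoots. Far fewer genes changed there than the estimate for the data, so these shares do not give the recovery in the data. Single genes were also compared by exact permutation of 3 libraries against 3, and the overlap of DEGs was tested by Fisher's exact test.

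Genes named in the text were the 8 genes of Table S1, the 5 largest increases and 5 largest decreases per tissue among DEGs whose groups did not overlap, up to 3 DEGs with the smallest adjusted p in each gene family that the paper names, the genes with the most extreme log2 fold changes in each of the authors' deposited tables and up to 5 genes with the largest differences between tissues. A gene outside this rule is said to have been chosen after its values were seen. Families were defined by the descriptions in the deposited tables, which cover only genes that the authors called in some comparison, so DEGs were counted by family and no set test was run. The 17 families were glutathione S-transferases, glutathione dehydrogenases, glutathione synthetases, phenylalanine ammonia-lyases, caffeoyl shikimate esterases, cinnamoyl-CoA reductases, ferulate-5-hydroxylases, NAC factors, invertases, raffinose synthases with galactinol-sucrose galactosyltransferases, heat shock proteins, dirigent proteins, LEA proteins with dehydrins and ABA-inducible proteins, aquaporins, P5CS, sugar transporters and photosynthesis proteins. Of the gene identifiers in the deposited table, 82105 are wheat identifiers and 1381 are of other kinds, and 0 matched the reference annotation at hand, so positions and descriptions come from the deposited tables. GO and KEGG annotation, raw reads, growth measurements and RT-qPCR values were not used here, and enrichment of terms was not analysed here.

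The tests, the samples in each, the rule for naming genes and the alternatives were chosen before the data were examined. The exceptions are the tests and settings that the text says were chosen or added after a result was seen. The alternatives were an adjusted p threshold of 0.05, no fold change threshold, pseudocounts of 0.1 and 10, no filter on low counts, a mean normalized count of at least 50, scaling to the same total, median-of-ratios scaling within a comparison, quantile normalization, all 12 libraries in one fit, no variance trend, robust moderation, weights for libraries, the RNA integrity number as a covariate, the replicate number as a block and each library left out in turn. For the principal components and distances they were 2000 or all filtered genes, genes scaled to unit variance, a pseudocount of 10, no logarithm, Spearman correlation, average linkage and the 500 most variable genes. In roots, scaling to the same total moved the median log2 fold change of all genes from −0.02 to 0.12. In shoots the move was from −0.01 to 0.19.

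Libraries of different groups carry the same replicate numbers, and whether these name related plants was checked by the correlation of residuals between libraries of the same number over the genes of the fit with all 12 libraries. It was 0.13, 0.19 and 0.32 for control roots with control shoots of replicates 1, 2 and 3. For salt-treated roots with salt-treated shoots it was 0.26, 0.19 and 0.07. These ranges overlap, so the check gives no ground to pair the control libraries alone. With the replicate number as a block 17930 genes were DEGs between the tissues of control plants. The fits without a block are the ones reported, as set before the data were examined. Control and salt-treated libraries of the same tissue were not paired by this check. The paper describes the roots and shoots as parts of the same plants, without tying plants to replicate numbers. The log2 ratio of the group means for the genes of Table S1 was added after the values were seen, as was the comparison of all 462 splits of the 12 libraries into 6 and 6 by the mean distance across groups less that within, and the assignments of treatment after the additive effects of tissue and treatment were taken out of each gene by a linear fit.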

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

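Of the tests in this part, those of scaling and of the splits of all 12 libraries on the differences between tissues within 1 treatment, and that of chance beyond the additive effects of tissue and treatment, were chosen only after the result was seen.

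The response to salt differed between roots and shoots, by a test of the difference itself, in 1097 genes, and in 1748 with roots and shoots of the same number and treatment as a block, where the same 5 largest and the same 3 genes of Table S1 passed. The 5 largest differences were those of TraesCS2A02G058100 (11.01 on the log2 scale, adjusted p = 0.00479 by limma with Benjamini-Hochberg adjustment), TraesCS3B02G213600 (−10.16), TraesCS4B02G240700 (−9.53), TraesCS1A02G152600 (−9.38) and TraesCS1B02G170200 (−9.26). TraesCS2A02G058100 stood at 11169, 15960 and 157 normalized counts in salt-treated roots and was listed at 0 in salt-treated shoots. Its adjusted p ran from 1.69e-05 to 0.0164 over the alternatives, was at most 0.01 only with root salt replicates 2 or 3 left out among the fits without 1 library, and was 0.0164 without root control replicate 2. The fitted differences of all 5 genes depend on the pseudocount. Control shoots of TraesCS4B02G240700 and TraesCS1A02G152600 lay at or under 3 counts. The difference of TraesCS3B02G213600 ran from −12.77 with a pseudocount of 0.1 to −6.92 with 10, where that of TraesCS1B02G170200 was −7.29. With a pseudocount of 0.1 the adjusted p was 0.0138 for TraesCS1A02G152600 (1.51e-05 to 0.0138 over the alternatives). For TraesCS1B02G170200 it was then 0.0343 (8.99e-06 to 0.0343). Of 100 splits that assign treatment within each tissue, 2 gave as many genes, the real one included, and the other, with 6286 genes, exchanged the treatment labels in roots only, which turns the difference between the responses into their sum. Splits that mix control and salt-treated libraries put the effect of salt into the residuals and so give few genes in any case, so this count decides nothing. With the additive effects of tissue and treatment first taken out of each gene, 1 of the same 100 gave as many, the real one, where the exchange in roots alone could give no gene by construction, which argues against chance beyond the additive effects of tissue and treatment. Leaving out 1 library gave from 453 genes, without root control replicate 2, to 1727, without root salt replicate 3. A response that differs between the tissues stays open, untested by other data, as do reads split among near-identical copies of a gene, which were not tested.

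Among the genes of Table S1, the change in roots differed from that in shoots for SWEET (4.36 on the log2 scale), Wrab18 (−5.39) and P5CS (−2.61). SWEET rose in all 3 salt-treated roots and fell in all 3 salt-treated shoots, while Wrab18 fell in roots and rose in shoots, and P5CS rose in both, more so in shoots. Scaling between libraries is argued against as the whole cause, since over the 3 genes and 3 other scalings the smallest absolute difference was 2.23. The adjusted p by limma with Benjamini-Hochberg adjustment ran over the alternatives from 0.000384 to 0.00963 for SWEET and from 6.85e-05 to 0.00792 for Wrab18. That of P5CS ran from 0.00153 to 0.0212 and passed 0.01 with quantile normalization, without a variance trend, with the RNA integrity number as a covariate and in 9 of the fits without 1 library. These gave 0.0152 and 0.0212 without root control replicates 1 and 2, 0.0121 and 0.0102 without root salt replicates 2 and 3, 0.0124 and 0.0105 without shoot control replicates 1 and 3, and 0.0189, 0.0148 and 0.0140 without shoot salt replicates 1, 2 and 3. The fitted differences of SWEET and Wrab18 depend on the pseudocount because a group of shoots lay at or under 3 counts, and they ran from 2.18 to 6.71 and from −6.94 to −3.06. Root RNA in the shoot libraries is argued against as the source of SWEET there, since 164 of 3383 transcripts abundant in control roots lay in control shoots below the share of 3.70% at which SWEET stood, down to 0. A difference between the tissues in how these genes respond to salt may remain, as a hypothesis found and tested on the same data.

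The paper's text does not give the number of genes that differed between roots and shoots within 1 treatment, data that the authors' deposited tables cover. By limma, 17261 of 47566 genes were DEGs between shoots and roots of control plants, 9335 of them higher in shoots and 7926 lower. In salt-treated plants 14010 of 47079 genes were DEGs, 8213 higher in shoots and 5797 lower. The authors' deposited tables include 16536 and 13841 of these genes. Scaling between libraries is argued against as the cause of the counts, since under another scaling the largest ratio of a count to the reported one was 1.16. In each comparison 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and since 3 libraries against 3 make no share under 0.1, tissue and a chance split cannot be told apart by this count alone. Taken over both treatments, a chance split is argued against by the distances between libraries, since 1 of the 462 splits of the 12 libraries into 6 and 6, the one by tissue, set the groups as far apart. In salt-treated plants the count fell to 8524, 8557 and 8838 without shoot salt replicates 1, 2 and 3. The mean distance across groups less that within was 340.2 for the split by tissue and at most 143.5 for any other split. This argues for a difference between the tissues over the 12 libraries as a set, while the single genes were found and tested on the same data.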

How the results depend on the processing

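Of the alternatives, the log2 ratio of the group means for the genes of Table S1 was chosen after the values were seen, and it moved HSP90 and the monooxygenase gene in roots and SWEET and Wrab18 in shoots by more than the spread between libraries. All alternatives could be run. More than 50% of root DEGs were down-regulated in every alternative that had root DEGs, while the share in shoots fell below 50% with total-count scaling, without a variance trend and without each of the 3 shoot control libraries (39.9%, 44.0% and 45.0%). Without a control library the filter also drops lowered genes under 10 counts in every salt-treated library, which by itself lowers the share.

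At an adjusted p threshold of 0.05 there were 5354 DEGs in roots, 4572 in shoots with 60.4% down-regulated, 1172 shared DEGs, 14 DEGs among the combinations of Table S1, 3078 genes with a difference between tissues and a reversed ratio of root to shoot DEGs of 1.17. The looser threshold itself admits more genes. For the changes in this and the other settings the cause was not tested unless it is given.

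Genes with a difference between tissues numbered 726 with a pseudocount of 0.1 and 1891 with a pseudocount of 10. A mean normalized count of at least 50, under which fewer genes are tested, gave 11402 DEGs between the tissues of control plants and a down-regulated share of 68.7% in roots. The down-regulated share was 57.3% in roots and 39.0% in shoots with total-count scaling, 53.7% in shoots with median-of-ratios scaling, and 58.6% and 51.5% with quantile normalization.

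With all 12 libraries in one fit, roots had 3708 DEGs, of which 1406 were among the 1553, and shoots 2147, of which 1615 were among the 2359. The share of down-regulated DEGs in shoots was then 53.6%, the ratio of root to shoot DEGs was reversed at 1.73, 572 DEGs were shared and 11 combinations of Table S1 were DEGs. Without a variance trend roots had 969 DEGs (63.4% down-regulated), shoots 1292 (48.7% down-regulated) and both 101. Weights for libraries gave 4826 DEGs in roots, a down-regulated share of 53.4% in shoots, a reversed ratio of 1.67, 728 shared DEGs, 12 of Table S1 and 2355 genes with a difference between tissues, and reversed the difference for the lipoxygenase gene TraesCS2B02G333600 to −0.12. With the RNA integrity number as a covariate, 59.9% of shoot DEGs were down-regulated and 156 DEGs were shared.

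With the replicate number as a block, roots had 285 DEGs (69.1% down-regulated), 59.7% of shoot DEGs were down-regulated, the ratio was 0.117 and 86 DEGs were shared. The correlation of residuals between control and salt-treated libraries of replicates 1, 2 and 3 was 0.02, 0.10 and −0.01 in roots. In shoots it was 0.03, 0.05 and 0.01, so control and salt-treated libraries were not paired by this check. Between salt-treated roots and salt-treated shoots it was 0.26, 0.19 and 0.07, and between control roots and control shoots 0.13, 0.19 and 0.32. These ranges overlap, so the check does not separate the treatments as to pairing. With roots and shoots of the same number and treatment as a block (consensus correlation 0.15), 1748 genes had a difference between tissues, among them all 1097 reported. Between the tissues of control plants and of salt-treated plants the block left the counts of DEGs within 1.5 times the reported ones.

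Leaving out each library in turn gave from 0 to 2526 DEGs in roots, with 9967 genes at an unadjusted p under 0.05 where the count was 0, and from 873 to 1592 in shoots. The down-regulated share ran from 51.4% to 83.3% in roots and from 39.9% to 71.1% in shoots, the former without a value where roots had 0 DEGs. Shared DEGs ran from 0 to 343, genes with a difference between tissues from 453 to 1727, DEGs between the tissues of salt-treated plants from 8524 to 10948, and DEGs among the combinations of Table S1 from 4 to 7. The ratio of root to shoot DEGs ran from 0 to 1.78 and was reversed without shoot control replicates 2 (1.78) and 3 (1.495), root salt replicate 3 (1.07) and shoot salt replicates 1 (1.53) and 3 (1.08). The difference between tissues of TraesCS2B02G333600 ran from −0.43 to 0.57. Each of these fits also has fewer libraries. In comparisons of 2 groups the filter then drops genes under 10 counts throughout the group that kept its 3 libraries.

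The DEGs in the families of the paper numbered 80, against 167 among the DEGs of the deposited tables and 170 at an adjusted p under 0.05 without a fold change threshold. The first principal component held 76.0% of the variance with all filtered genes, 93.7% with 2000 genes, 98.2% with a pseudocount of 10 and 99.4% without a logarithm, and the second held 8.84%, 2.36% and 0.343% with all filtered genes, 2000 genes and no logarithm. With the 500 most variable genes, 2 of the 4 groups formed a cluster in the distances. Across 84 named gene results and the alternatives set before the data were examined that keep all libraries, 999 of 1074 values stayed on the same side of the threshold in the same direction, 63 became weaker, 11 stronger and 1 reversed. With 1 library left out, 354 of 474 stayed the same, 114 became weaker, 1 stronger and 5 reversed. Fits in which a gene fell below the filter are not counted here.

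On simulated data with 3 libraries per group and 200 changed genes, 19.5% of genes changed by 2 on the log2 scale were recovered in roots and 50.5% in shoots. With so few changed genes the adjustment is stricter than in the data, so these shares are not those of the data.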

Differences from the paper's values

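Of the settings in this part, the log2 ratio of the group means for the genes of Table S1 was chosen only after the result was seen. The paper's number of DEGs in roots is 5829 and the number called by limma was 1553. Of the alternatives set before the data were examined, the adjusted p threshold of 0.05 (5354) and weights for libraries (4826) came within 1.5 times the paper's number, and the others did not. As a percentage of 90000 genes, the paper's value for roots is 6.5 and the value from limma's DEGs was 1.73. It was 5.95 at the adjusted p threshold of 0.05 and 5.36 with weights for libraries, the only alternatives that closed the gap.

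The paper's number of DEGs shared by roots and shoots is 1158, where limma gave 272. Among the alternatives only the adjusted p threshold of 0.05 closed the gap, with 1172 genes. The authors' deposited tables themselves share 1185 genes. The paper gives 1205 root DEGs with an annotated function, and 377 of limma's root DEGs had a description. The genes in the authors' deposited table had one for 1211, so this value depends on which DEGs are counted.

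The paper's number of down-regulated NAC genes in roots is 5 and limma called 1. Among the DEGs of the deposited tables it was 4, and it was 4 at an adjusted p under 0.05 without a fold change threshold, both within 1.5 times the paper's number.

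The paper's log2 fold change for HSP90 in roots, in Table S1, is 5.07376836 and the value here was 2.51, and it was the same in each of the 3 alternatives in which the gene was fitted. For the flavin-containing monooxygenase gene in roots the paper's value is 5.106458059 and the value here was 4.40, with a pseudocount of 0.1 (5.15) and quantile normalization (4.83) closing the gap. For SWEET in shoots the paper's value is −4.77364506 and the value here was −3.18, and it was the same in both alternatives in which the gene was fitted. For Wrab18 in shoots the paper's value is 5.395800134 and the value here was 4.25, where a pseudocount of 0.1 (5.79) closed it. For the monooxygenase gene, SWEET and Wrab18 a group lay at or under 3 counts, so the values here depend on the pseudocount. The values here are differences of mean logarithms, and the log2 ratio of the group means, chosen after seeing the values, gave 5.07 for HSP90, 5.14 for the monooxygenase gene, −4.80 for SWEET and 5.18 for Wrab18, which closed all 4 gaps. For HSP90 that ratio rests on root salt replicate 2, and for SWEET on the 1 salt-treated shoot library above 0.

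The paper names all 8 genes of Table S1 as DEGs in both tissues, and limma called 7 of the 16 combinations. Its threshold of 0.05 called 14, weights for libraries 12 and all 12 libraries in one fit 11, the last including SWEET in shoots. HSP90 in roots was called in none of the alternatives in which it was fitted. The paper ranks roots above shoots in their response by the number of DEGs, and the ratio of root to shoot DEGs was 0.658. It was above 1 at the threshold of 0.05 (1.17), with all 12 libraries in one fit (1.73), with weights for libraries (1.67) and without shoot control replicates 2 (1.78) or 3 (1.495), root salt replicate 3 (1.07), or shoot salt replicates 1 (1.53) or 3 (1.08). The paper attributes the second principal component almost entirely to a salt-treated root library set apart from the others. Root salt replicates 1, 2 and 3 gave 19.4%, 31.6% and 1.35% of it and the 3 control roots 45.8%, so no library gave almost all. The component held 1.06% of the variance without root salt replicate 3, which was picked by its position, from which its small share follows.

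The paper lists glutathione S-transferase genes among the root DEGs, and 0 of 4 described and tested here were DEGs, with 2 at an unadjusted p under 0.05 and 2 called at the threshold of 0.05. The authors' deposited table for roots lists 2 of the 5 described genes, so the other genes that the paper counts were not tested by family here. The paper counts 3 down-regulated glutathione synthase genes, and 2 were called here, the same number as among the described genes in the authors' deposited table. It states that a beta-fructofuranosidase gene was regulated in both tissues, and 0 of the 2 described invertase genes were DEGs in either tissue, with 0 at an unadjusted p under 0.05. The authors' deposited tables for salt also list 0 of these 2, so neither can be the gene of that statement, which was not tested here. The pathway annotation that the paper used for these statements was not used here.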

Other observations

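Of the tests in this part, those of the spread between root libraries, of the root count without root salt replicate 3, of the size of the salt response in that library, of the heat shock transcripts and of the common share of photosynthesis transcripts were chosen only after the result was seen.

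The counts of DEGs were tested against other splits of the same 6 libraries. In roots and in shoots 1 of the 10 splits gave as many DEGs, the real one. Because 3 libraries against 3 make no share under 0.1, the treatment and a chance split cannot be told apart by this count alone.

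Roots had fewer DEGs than shoots. The residual spread between libraries was 1.15 times as large in roots as in shoots (median over the genes tested in both), and larger in roots for 58.7% of the genes. Without root salt replicate 3 the count of root DEGs rose to 2526 although fewer libraries were compared, while it fell without any other root library. A larger spread between root libraries, to which that library contributes, is a candidate explanation of the lower count. Smaller changes under salt in roots were not excluded: the mean squared log2 fold change less its error variance was 1.16 times that in shoots, but from 0.933 to 1.38 with 1 library left out, so that larger and smaller changes cannot be told apart. Differences between the tissues in the plants themselves stay open and were not tested.

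Root salt replicate 3 lay between the controls and the other salt-treated roots. Over 2162 genes raised by salt and called at an adjusted p under 0.05 without it, its change was 0.588 of that in the other 2 salt-treated libraries, where the other salt-treated libraries of both tissues gave 0.890 to 1.06. A weaker salt response of the raised genes in that library may therefore be part of the pattern. Over the lowered genes the share was 0.676, next to 0.683 in root salt replicate 2, so that a weaker response of lowered genes in replicate 3 and the spread among libraries cannot be told apart. RNA from control roots in that library is argued against as the whole cause: it would need a control share of 58.6%, and 157 genes lowered at least 16-fold in the other 2 libraries stood at a median of 9.05% of control (2.91% in the others), with 152 of them below the share needed. Plants of that library that responded later or less stay open, untested.

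Heat shock transcripts were high in root salt replicate 2. Of 14 heat shock genes at 10 or more normalized counts in a root library, 11 were highest in that library, where 1 of 6 libraries gives 16.7% by chance, and their sum was 4.85 times the median of the 6 root libraries. A higher overall level of that library in the normalized counts is argued against, since its normalized total was 0.976 of the median. As the counts were already normalized, this does not test the depth of sequencing. RNA from shoots is argued against, since 46 abundant photosynthesis transcripts stood at a median of 0.0267% of their level in salt-treated shoots, while 16 heat shock transcripts stood at a median of 89.1%. A heat shock response in the plants of that library or during their handling may explain the pattern, which neither of these tests addresses. Among the genes in the authors' deposited table for roots, 23 had 1 library at least 10 times as high as the next, and 21 of these were highest in root salt replicate 2, among them 3 heat shock genes.

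Photosynthesis transcripts were present in roots at low levels. In control roots 46 photosynthesis transcripts abundant in shoots stood at a median of 0.112% of their level in control shoots, and 100% of them lay within 4-fold of that median, while 17.0% of 317 other transcripts abundant in shoots lay within 4-fold of their own median. A small amount of shoot RNA in the root libraries is a candidate explanation that these values fit, and low common expression of the same genes in roots stays open. The level rose from replicate 1 to 2 to 3 of the control roots for 43 of the 46, and the share of the shoot level was lower in salt-treated roots for 44. Reads assigned to the wrong library were tested with transcripts abundant in control shoots and at least 8-fold lower in salt-treated shoots, of which 0 were low enough in roots for the test, so this source and shoot tissue cannot be told apart. By limma 0 of 30 photosynthesis genes tested in roots were DEGs, with 11 at an unadjusted p under 0.05, and the authors' deposited table lists 28 as down-regulated and 1 as up-regulated.

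Of 124 photosynthesis genes tested in shoots, 56 had a positive and 68 a negative log2 fold change, with a median of −0.18. At an adjusted p under 0.05 without a fold change threshold, 22 were up-regulated and 14 down-regulated. Of the 124, 13 were DEGs, 12 up-regulated and 1 down-regulated. The DEG counts were 18 and 1 with total-count scaling and 14 and 3 with quantile normalization. The 3 with the smallest adjusted p by limma with Benjamini-Hochberg adjustment were the chlorophyll a-b binding protein genes TraesCS6A02G094500, TraesCS6A02G094400 and TraesCS7B02G103300, with log2 fold changes of 4.39, 3.21 and 3.53 and differences between tissues of −4.07, −2.89 and −4.13 (adjusted p of 0.00104, 0.0109 and 0.00192). That of the second gene was 0.00571 with roots and shoots of the same number and treatment as a block. Heat shock proteins were DEGs in shoots for 10 of 17 genes, all 10 up-regulated under each scaling, and in roots for 0 of 6, with 6 at an unadjusted p under 0.05. TraesCS4B02G243400 and TraesCS6D02G322300 were listed at 0 in all control shoots and reached 359 and 99.7 normalized counts in salt-treated shoots, and TraesCS7A02G177500 had a log2 fold change of 2.61. Their differences between tissues were −5.04, −3.06 and 0.40 with adjusted p of 0.0612, 0.249 and 0.794.

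Dirigent proteins were DEGs in roots for 7 of 54 genes (1 up-regulated and 6 down-regulated) and in shoots for 4 of 44 (1 and 3), with the same counts under each scaling. Beside the gene of Table S1 they included TraesCSU02G200800 (−3.20 on the log2 scale) and TraesCS4A02G012400 (−1.79) in roots and TraesCS5B02G080000 (−1.51) and TraesCSU02G198000 (−5.40) in shoots. LEA, dehydrin and ABA-inducible proteins were DEGs for 2 of 5 genes in shoots, both up-regulated under each scaling, and for 0 of 4 in roots, with 2 at an unadjusted p under 0.05. The differences between tissues of these 4 dirigent genes were −3.40, −1.32, −0.80 and 3.79 with adjusted p of 0.00455, 0.0103, 0.589 and 0.328, the second being 0.00502 with roots and shoots of the same number and treatment as a block. Among fits without 1 library, the adjusted p of TraesCS4A02G012400 was 0.0158, 0.0275 and 0.0120 without root control replicates 1, 2 and 3, that of TraesCS5B02G080000 was 0.0130 without shoot control replicate 3 and that of TraesCSU02G198000 was 0.0104 without shoot salt replicate 1. With all 12 libraries in one fit the last 2 had 0.0748 and 0.0318. The difference between tissues of the dehydrin gene TraesCS6A02G350700 was −7.74 (adjusted p = 0.000335 by limma). Aquaporins were DEGs for 0 of 6 genes in roots, with 3 at an unadjusted p under 0.05, and for 0 of 5 in shoots, with 4 at an unadjusted p under 0.05 and 2 up-regulated DEGs with total-count scaling.

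P5CS genes were up-regulated DEGs for 2 of 4 genes in roots and 4 of 4 in shoots under each scaling. TraesCS3A02G363700 had log2 fold changes of 2.18 in roots and 4.07 in shoots, TraesCS3D02G357200 one of 1.48 in roots and TraesCS1B02G290600 one of 1.39 in shoots. Without root control replicate 2 the adjusted p in roots was 0.0319 for TraesCS3A02G363700 and 0.0579 for TraesCS3D02G357200, the highest over the alternatives. The first also passed 0.01 without root control replicates 1 and 3 and root salt replicate 1 (0.0103, 0.0190 and 0.0115), and the second without each of the other root libraries (0.0159 to 0.0377). The differences between tissues were −1.89 (adjusted p = 0.00854 by limma), −2.49 (0.0485) and −0.79 (0.0291) for the 3 genes. Sugar transporters were DEGs for 12 of 34 genes in roots, 2 up-regulated and 10 down-regulated, against 3 and 9 with total-count scaling and quantile normalization. In shoots they were DEGs for 8 of 35, 3 up-regulated and 5 down-regulated, against 3 and 3 with total-count scaling and 3 and 4 with quantile normalization. The SWEET genes TraesCS5A02G039000, TraesCS4A02G122100 and TraesCS1A02G050400 led in roots, the first at least 50.9-fold lower and the others with log2 fold changes of 4.13 and −4.03. TraesCS7B02G050500 (3.65) and TraesCS3B02G441800 (−1.73) and TraesCS1B02G147200, at least 21.6-fold higher, led in shoots. The differences between tissues were −6.93, 0.94 and −1.74 for the first 3 genes and −3.72, −0.57 and −4.03 for the other 3, with adjusted p of 0.000124, 0.612, 0.377, 0.000224, 0.727 and 0.00448 by limma. The adjusted p was 0.0177 and 0.0120 for TraesCS4A02G122100, and 0.0177 and 0.0115 for TraesCS1A02G050400, without root control replicates 2 and 3, and 0.0526 for TraesCS3B02G441800 with all 12 libraries in one fit.

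Glutathione S-transferases were DEGs in shoots for 3 of 4 genes, 1 up-regulated and 2 down-regulated, against 1 and 0 with total-count scaling and 0 and 2 with quantile normalization. TraesCS2A02G306100 had a log2 fold change of −1.52, TraesCS2B02G322800 one of −1.38 and TraesCS7A02G187300 one of 2.25. Their highest adjusted p over the alternatives were 0.0239, 0.0329 and 0.0350 by limma with Benjamini-Hochberg adjustment, the first without shoot control replicate 2, the second with all 12 libraries in one fit and the last without shoot salt replicate 3. Of the fits without 1 shoot library, those without shoot control replicates 1, 2 and 3 gave 0.0105, 0.0239 and 0.0193 for the first gene and 0.0133, 0.0313 and 0.0316 for the second, and those without shoot salt replicates 1, 2 and 3 gave 0.0260, 0.0173 and 0.0176 for the second. The last gene had 0.0282 and 0.0309 without shoot control replicates 2 and 3 and 0.0339, 0.0332 and 0.0350 without shoot salt replicates 1, 2 and 3. The differences between tissues were −0.42, 0.74 and −0.56 with adjusted p of 0.678, 0.474 and 0.651.

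Of the genes with the most extreme log2 fold changes in the authors' deposited tables, 3 were above 0 in at most 5 libraries and the other 3 in 9. The authors' deposited tables give 21.05 in roots and 29.86 in shoots for TraesCS4A02G092700, which was above 0 in root salt replicate 2 alone among roots (158 normalized counts) and stood at 158, 170 and 30.2 in salt-treated shoots. They give 21.09 between control shoots and roots and −31.11 between salt-treated roots and shoots for TraesCSU02G129700, which was above 0 in 3 libraries, and −21.69 between control shoots and roots for TraesCS5A02G439900, above 0 in 5 libraries. Those tables also give 15.36 between salt-treated roots and shoots for TraesCS2A02G058100, −10.86 in roots for TraesCS5B02G350000 and −10.08 in shoots for TraesCS3A02G509900.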
